# Direct production of XY^*DMY*−^ sex reversal female medaka (*Oryzias latipes*) by embryo microinjection of TALENs

**DOI:** 10.1038/srep14057

**Published:** 2015-09-14

**Authors:** Daji Luo, Yun Liu, Ji Chen, Xiaoqin Xia, Mengxi Cao, Bin Cheng, Xuejuan Wang, Wuming Gong, Chao Qiu, Yunsheng Zhang, Christopher Hon Ki Cheng, Zuoyan Zhu, Wei Hu

## Abstract

Medaka is an ideal model for sex determination and sex reversal, such as XY phenotypically female patients in humans. Here, we assembled improved TALENs targeting the *DMY* gene and generated XY^*DMY*−^ mutants to investigate gonadal dysgenesis in medaka. *DMY*-TALENs resulted in indel mutations at the targeted loci (46.8%). *DMY-nanos3UTR*-TALENs induced mutations were passed through the germline to F1 generation with efficiencies of up to 91.7%. XY^*DMY*−^ mutants developed into females, laid eggs, and stably passed the Y^*DMY*−^ chromosome to next generation. RNA-seq generated 157 million raw reads from WT male (WT_M_TE), WT female (WT_F_OV) and XY^*DMY*−^ female medaka (TA_F_OV) gonad libraries. Differential expression analysis identified 144 up- and 293 down-regulated genes in TA_F_OV compared with WT_F_OV, 387 up- and 338 down-regulated genes in TA_F_OV compared with WT_M_TE. According to genes annotation and functional prediction, such as *Wnt1* and *PRCK*, it revealed that incomplete ovarian function and reduced fertility of XY^*DMY*−^ mutant is closely related to the wnt signaling pathway. Our results provided the transcriptional profiles of XY^*DMY*−^ mutants, revealed the mechanism between sex reversal and *DMY* in medaka, and suggested that XY^*DMY*−^ medaka was a novel mutant that is useful for investigating gonadal dysgenesis in phenotypic female patients with the 46, XY karyotype.

Over two decades have passed since the male determining gene, Sry, was identified^1^. The SRY gene plays a pivotal role in sex determination: point mutations or deletions of the SRY gene are found in approximately 15% of XY females in humans^2^,^3^. XY female syndrome, phenotypic female patients with the XY karyotype, has been studied clinically, cytogenetically, hormonally, endoscopically and histologically^4^,^5^,^6^. However, the transcriptional and post-transcriptional regulation mechanisms of SRY-induced XY female syndrome remain largely unknown. A lack of animal models has meant that it is difficult to perform in-depth studies of the pathological changes and to determine the mechanisms underlying the XY female syndrome.

Sex-determining systems in fish are very diverse, which could be determined by heredity, environment, or both. Meanwhile, the pathway of sex determination can be manipulated by administering exogenous sex steroids^7^,^8^,^9^,^10^,^11^. In non-mammalian species, which also have a XX-XY sex-determination system, SRY is not present at all. Until *DMY* gene of medaka (*Oryzias latipes*) was identified in the teleost fish^12^,^13^, it is believed that the XX-XY sex-determination system was conserved in a wide range of animals, including *C. elegans*, *Drosophila*, fish, and mammals. Although much is known about the master male sex-determining (SD) gene in medaka^12^,^14^,^15^,^16^, the precise mechanisms involved in primary sex determination and sex differentiation remain undefined. It is difficult to perform specific gene targeting in medaka, because of the lack of methodologies for homologous recombination and embryonic stem cell derivation, which has impeded its use in male heterogametic (XX-XY) sex determination system studies.

Modifications of genomes have laid the foundation of functional studies in modern biology and have led to significant discoveries^17^. Recently, Zinc finger nucleases (ZFNs)^18^,^19^,^20^, transcription activator-like effector nucleases (TALENs)^21^,^22^,^23^,^24^ and clusters of regularly interspaced short palindromic repeats (CRISPR)^25^,^26^,^27^ have been shown to edit genomic DNA in a variety of cell types and different model organisms at stable efficiency and specificity. In our previous studies, we modified the Golden Gate method to disrupt the gene and edit the genome in zebrafish^28^,^29^ and medaka^30^. Here, we directly produced TALEN-induced XY^*DMY*−^ females in medaka using TALENs. Phenotype of XY^*DMY*−^ mutant is very similar to human XY female syndrome^4^,^5^,^6^ and SRY KO mouse^3^,^31^, especially as several individuals in the population were fertile.

The specificity of targeted sites and the off-target phenomenon are core problems in gene knockout and gene editing research. To test for potential nonspecific mutations induced by TALENs, we also developed a simple and reliable off-target prediction program for confirming TALEN-induced mutation. The TALEN-induced XY^*DMY*−^ medaka developed into females and laid eggs. Although the sex-determining function of the DMY protein is already recognized; however, as a transcription factor, how does it regulate the downstream factor(s) to control testis differentiation, development and germ cell maturation? To better explain *DMY*’s regulatory functions as a transcription factor, we performed RNA-seq, a recently developed approach to transcriptome profiling based on deep-sequencing^32^, and generated 157 million raw reads from WT male (WT_M_TE), WT female (WT_F_OV) and XY^*DMY*−^ female medaka (TA_F_OV) gonad libraries. These transcriptomic data will contribute to unravel the relationship and mechanism between sex reversal and the *DMY* gene. Our results suggest that the medaka XY^*DMY*−^ mutant is a novel mutant line that is useful for investigating XY to XX sex reversal and gonadal dysgenesis in phenotypically female patient with the 46, XY karyotype.

## Results

### *DMY*- and *DMY-nanos3UTR*- TALENs effectively induced *DMY* gene disruption in Medaka

To improve the germline integration efficiency, we incorporated the zebrafish *nanos*-3′UTR into the TALEN construct (Fig. 1A). Potential TALEN target sites were scanned and designed in the exon of the *DMY*/*DMRT1bY* gene (ENSORLT000000025382 and ENSORLT000000025383) (Fig. 1B). We generated TALEN constructs using our previously published method^29^. The mixture containing a pair of TALEN mRNAs was microinjected into one-cell stage embryos of medaka (Fig. 2A and File S1). 72 hours after microinjection, ten injected embryos were randomly pooled for extracting genomic DNA. As illustrated in Fig. 2B, primers DMY F and DMY R bridge both the effector binding element (EBE) regions, while primers DMY F1 and DMY R link the spacer region and the downstream EBE. If primer DMY F and DMY R generated a 396 bp fragment, while primer DMY F1 and DMY R failed to generate the 167 bp fragment, the result suggested that the targeted gene was disrupted by the TALENs (Fig. 2C). Sequenced PCR positive clones had mutated sequences in the spacer (Fig. 2D). Both *DMY*-TALENs and *DMY*-Nanos-3UTR TALENs were effective at disrupting the targeted genes in medaka embryos. Various concentrations (200, 400, 600 and 800 pg) of the TALENs mRNA were microinjected (Fig. 2E,F, File S1 and S2). The targeting efficiency of the *DMY*-TALENs was good, with a higher TALEN-induced mutation ratio of 42.07% and lower levels of dead and deformed embryos when 600 pg mRNA was microinjected (Fig. 2G,I). Similarly, the targeting efficiency of *DMY*-nanos-3UTR TALENs was about 41.96% (Fig. 2H,I). Thus, 600 pg was determined as the appropriate concentration in medaka. These results indicated that the TALEN activity was dose-dependent, and high-dose microinjection of TALEN mRNA might cause nonspecific and toxic defects in medaka embryos (Fig. 2E–I, File S1 and S2).

Successful germline transmission is essential to establish knockout lines. To evaluate the germline transmission efficiency of the TALEN-mediated gene disruption, ten embryos for *DMY* and *DMY-*nanos3UTR from each independent cross were individually collected at 3 days post fertilization (dpf), and genomic DNA was extracted from each cross to assess mutagenesis at the TALEN-targeted site (Fig. 2C,D). 9.02% of *DMY*-TALEN-induced F1 embryos carried mutations; and 37.56% of *DMY-*nanos3UTR-TALEN-induced F1 embryos carried mutations in the *DMY* gene (Fig. 2I and File S2). The higher proportion induced by *DMY-*nanos3UTR-TALEN indicated that a majority of gametes in the F0 medaka were mutant. These results indicated that there was no significant difference in the targeting efficiency of F0 somatic mutations at the targeted loci (Fig. 2H,I); however, *DMY*-nanos3UTR-TALEN induced a higher portion of mutations in the germline than *DMY*-TALENs did.

### A novel program to identify potential off-target sites of TALENs

To test for potential nonspecific mutations induced by TALENs, we designed a program to scan the medaka genomic sequence (http://www.ensembl.org/Oryzias_latipes) to identify potential off-target sites potentially targeted by *DMY* TALENs. Potential off-target sites of *DMY*-TALENs were searched using the program and 55 candidate sites were identified (File S3). When the spacers were less than 10 bp or more than 24 bp long, the scaffold of TALENs had lower disrupting activity^33^,^34^. Five of the 55 candidates had spacers less than 10 bp, and 43 of 55 candidates had spacers of more than 24 bp, indicating that it is unlikely that the TALENs could induce mutations at these sites. We analyzed one candidate site (Chr.3: 36,197,357–36,197,403) that had 7-bp mismatches in the recognition sequences and a 12-bp spacer (File S4). PCR amplified the identified potential off-target regions using genomic DNA from TALEN-injected embryos as template; no mutations were found at these sites by DNA sequencing. This result suggested that the novel program could predict the potential off-target sites of TALENs; and that TALENs have high specificity for their target sequences.

### Mating scheme of TALENs-induced *DMY*- mutants and mutant phenotypes

The mating scheme for the TALENs-induced *DMY*-mutant lines is shown in Fig. 3A. The F0 generation was produced by microinjecting 600 pg *DMY*-nanos3UTR-TALENs into one-cell stage embryos of medaka; the mutation rate was 46.8% (15/32) (Fig. 3B). The *DMY* gene knockout medaka could develop into females. 11-bp deletions (named DMYΔ11) and 16-bp insertions (named DMY+16) were identified and chosen to establish mutant lines (Fig. 3C,D). Notably, during the establishment of the mutant lines, two genotyping alleles of *DMY* gene fragments were identified in individual TALEN-induced F1 mutations using the Li-con 4300 system (Fig. 4A). This result indicated that Y^*DMY*−^Y male mutants were present in the testcross F1 generation. The genetic males (XY) of the *DMY* gene mutants, DMYΔ11 and DMY+16 mutant types, developed into females in the F2 generation, which was identified using genomic PCR of the *DMY* gene (Fig. 4B). To confirm un-expression and dysfunction of *DMY* gene in the XY^*DMY*−^ F2 generation, using RT-PCR, expression of *DMY* gene was not identified in the XY^*DMY*−^ female medaka (both DMYΔ11 and DMY+16) (Fig. 4C). The first morphological sex difference manifested in the gonads is reflected in the number of germ cells^14^,^35^. The number of germ cells in several DMY mutants identified from wild populations resembled that of the female^13^,^16^,^36^. To elucidate sex reversal during the development of XY^*DMY*−^ mutants, we evaluated the effect of DMY on germ cell number at 5 days after hatching (DAH) in the XY^*DMY*−^ F3 generation. The XY^*DMY*−^ mutant fry had more germ cells than that of the WT XY male at 5 DAH (Fig. 4D). This implied sex reversal of XY^*DMY*−^ mutants took place in early developmental stages, and the increased number of germ cells in the XY^*DMY*−^ mutants may be due to the disruption of *DMY* gene expression.

According to the amino acid sequence of DMY, DMYΔ11 and DMY+16 are frame-shifted mutant alleles that would produce truncated DMY protein caused by a region of altered translation (Fig. 4E). Thus, an error of the coding sequence has occurred in the mutated *DMY* gene that resulted in the loss function of the *DMY* gene. The XY^*DMY*−^ female or Y^*DMY*−^Y male (N = 10) from F2 generation that had lost the *DMY* gene were crossed with the WT to obtain the testcross F3 generation. XX female, XY male, XY^*DMY*−^ mutant female and Y^*DMY*−^Y mutant male were identified in the XY female testcross F3 generation. XY males and XY^*DMY*−^ mutant females were identified in the Y^*DMY*−^Y male testcross F3 generation. This showed that the *DMY* gene in the Y chromosome of WT medaka rescued the female phenotype of *DMY* gene disruption in mutated XY female medaka. Unfortunately, an Y^*DMY*−^Y^*DMY*−^ mutant female with a genomic homozygous *DMY* gene mutation on the Y chromosome was never found.

Mature XY^*DMY*−^ mutants in the F3 generation were obtained for phenotype identification, histological analyses and fluorescence *in situ* hybridization (FISH) (Fig. 5). There are significant differences between females and males in the size and shape of dorsal and anal fins^13^,^14^, which are main part of the secondary morphological sexual characteristics in medaka. The shape of both dorsal and anal fins of XY^*DMY*−^ sex reversal female were similar to that of the WT XX female, rather than to that of the WT XY male. The size of both dorsal and anal fins of XY^*DMY*−^ female was significant smaller than those of the WT XY males (Fig. 5A). In addition, ovarian tissue was identified in XY^*DMY*−^ mutants (Fig. 5B). To confirm the Y chromosome in the TALENs-induced mutants, we analyzed the karyotypes of metaphase cells from the WT male, WT female and XY^*DMY*−^ female using FISH showing the male specific hybridization signal^12^. Compared with the two spots in females, three hybridization spots for the specific probe were identified in males (Fig. 5C). The additional FISH signal in males is on the Y chromosome. XY^*DMY*−^ mutants did not express *DMY* gene, which were different from WT XY individuals (Fig. 4C). The gonadosomatic index (GSI) and the maturation stages of oocytes are commonly used to evaluate the gonad and gonad development^37^. At 90 days after hatching, the GSI of XY^*DMY*−^ mutated female was 10.9 (N = 10); that of the WT female and WT male were 19.1 and 0.7, respectively (Fig. 5D). During the generation of offspring from the XY^*DMY*−^ mutated female testcross, we found that it was difficult to obtain a sufficient number of offspring. Therefore, we performed the comparative analysis of the number of matured oocytes between the WT female and XY^*DMY*−^ mutants (N = 10). During 10 days’ embryos collecting, the XY^*DMY*−^ mutated female produced six eggs per day on average; whereas, the WT XX female produced 20 eggs per day (Fig. 5E). The results from F2 phenotypes revealed that the genetic males (XY) of TALENs-induced *DMY* gene disruption mutants all developed into females and laid eggs (DMYΔ11 and DMY+16 mutants). Furthermore, histological analyses demonstrated that all XY mutants developed into females; however, there were significant differences in germ cells and gonad (Fig. 5F). The ovary of XY^*DMY*−^ mutants (12/15) appeared to have fewer oocytes than that of the WT XX female (Fig. 5F). According to the developmental stage of oocytes in medaka, there were equilibrium distributions in each stage of oocytes in the WT XX female ovary, containing cortical alveolar oocytes (CA), vitellogenic oocytes (VO) and mature oocytes (MO). Among 15 XY^*DMY*−^ mutants (15 mutants were identified in the same genotype, fed in the same tank and sampled at the same time), three did not form mature oocytes, with majority of chromatin nucleolar oocytes (CN), several perinucleolar oocytes (PO) and few CA oocytes in the ovary, and no further developmental stage oocytes (Fig. 5F). Twelve of them successfully formed MOs, however, the size of ovary and total number of each developmental stage oocytes were significant smaller and fewer than that of WT XX female (Fig. 5F). This can also explain it is difficult to collect embryos in XY^*DMY*−^ mutants, even there is sometimes no embryos could be collection (Fig. 5E). The analysis of gonadal histology, GSI, and the statistics of mature eggs demonstrated significant differences in the gonadal development and maturity between WT females and XY^*DMY*−^ mutant females.

### Transcriptomic analysis of TALENs-induced *DMY*- mutants and WT

To better explore the transcriptional regulation function of *DMY*, and identify *DMY*-related downstream factors that affect the generation, development and maturation of testis or ovary, we used RNA-seq to analyze the transcriptome of WT_M_TE, WT_F_OV and TA_F_OV after 90 days. 

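The data analysed here are 3 RNA-seq libraries, 1 for each condition. TA_F_OV is the ovary of the XY DMY*- female, WT_F_OV the ovary of the wild-type XX female and WT_M_TE the testis of the wild-type XY male. Each library was made from a pool of 10 gonads at 90 days, so there are no replicates and the variation between fish cannot be measured. For each library the authors deposited the number of uniquely mapped reads on each Ensembl gene, the gene length, the percent of that length covered by reads, and the RPKM (reads on the gene divided by its length and by the total reads on genes of the library). The reads on genes numbered 29470793 in TA_F_OV, 28847286 in WT_F_OV and 24429816 in WT_M_TE. The smallest share that this depth can show, 3 reads of the total, is 1.02e-05% of the reads in TA_F_OV, 1.04e-05% in WT_F_OV and 1.23e-05% in WT_M_TE. The 20 genes with the most reads took 10.0%, 10.7% and 7.5% of the reads in these libraries, in the same order. Among genes with 1 to 20 reads, even counts were in excess of odd counts, at 55.0% of the genes in TA_F_OV, 57.1% in WT_F_OV and 53.9% in WT_M_TE. For each pair of libraries, the 2 read counts of every gene were compared by an exact binomial test, with the ratio of the total reads on genes as the null. Genes were called differentially expressed at a Benjamini-Hochberg FDR of at most 0.001 and an absolute log2 ratio of RPKM of at least 1, with an RPKM of 0 set to 0.001. These are the thresholds of Fig. 6C,D. The test measures only the sampling noise of the reads, so a called gene differs between 2 pools and has no replicate check. The files are at the level of Ensembl genes, whereas Data A and Data D of the paper are transcripts assembled without a reference genome and Data C holds Ensembl transcripts.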

For both the WT and *DMY*-mutants, ten samples of gonadal tissues were mixed for library construction. RNA-seq generated 157 million raw reads comprising 10333, 8746 and 8621 transcripts, respectively (Fig. 6A). 

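Reads fell on 18081 Ensembl genes in TA_F_OV, 17900 in WT_F_OV and 18617 in WT_M_TE, and 17108 of the 19149 genes with a read in any library had a read in all 3. Counting only genes with an RPKM of at least 1 moved these numbers most, to 13652 genes in TA_F_OV, 13757 in WT_F_OV and 14644 in WT_M_TE. The median RPKM of the genes with a read was 10.3 in TA_F_OV, 11.0 in WT_F_OV and 9.4 in WT_M_TE, and the median share of the gene length covered by reads was 93.8%, 94.0% and 93.7% in the same order. The newly assembled transcripts of Fig. 6A are not in the files analysed here.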

Using the Ensembl medaka genome database as the reference, 75.8% of the raw reads matched medaka genomic sequences (File S6). Twelve genes were selected randomly from hundreds of different expression transcripts between the gonad of WT and that of *DMY* mutants. The result of real-time quantitative PCR showed that the trends of these genes expression were the same as in the RNA-seq data (File S7). Thus, the RNA-seq information was accurate and reliable.

To isolate *DMY*-related gonad developmental-regulated genes, we conducted a comparative analysis of the three transcriptomic groups. Comparing WT_M_TE with TA_F_OV, there were 9407 differentially expressed transcripts (Data A, Dataset 1). 

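Between TA_F_OV and WT_M_TE, 19055 Ensembl genes had a read in at least 1 of the libraries, and 9549 of them (50.1%) were called differentially expressed by the exact binomial test and the log2 ratio (no replicates). The test alone passed 13771 genes, of which 4222 changed by less than 2-fold. Across the 19149 genes, the Pearson correlation of log10 RPKM between TA_F_OV and WT_M_TE was 0.663 and the Spearman correlation was 0.735. The same correlations between WT_F_OV and WT_M_TE were 0.670 and 0.742. These correlations are across genes, which are not independent replicates. The number of called genes rested most on the noise assumed between libraries, each a pool of gonads. With edgeR's exact test at an assumed biological coefficient of variation of 0.4 in place of read sampling noise alone, 1778 genes were called.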

The only difference between WT and TA medaka is the absence of the *DMY* gene, more or less, these differentially expressed genes were attributed to the loss of the *DMY* gene. There were 4629 upregulated genes and 4778 downregulated genes in WT-M-Te (Fig. 6B,C). 

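At the gene level, 5454 genes were called higher in WT_M_TE than in TA_F_OV and 4095 were called lower. The genes higher in WT_M_TE took 47.6% of the reads of that library, and those higher in TA_F_OV took 46.3% of the reads of TA_F_OV. The median log2 ratio of TA_F_OV over WT_M_TE was -2.47 for the genes higher in WT_M_TE and 2.02 for those lower. Among the 5 genes with the largest ratios on the testis side, ENSORLG00000019981 had 9139 reads in WT_M_TE, an RPKM of 3779, and no reads in TA_F_OV, followed by ENSORLG00000019539 with 5018 reads in WT_M_TE and none in TA_F_OV. ENSORLG00000014547, ENSORLG00000014725 and ENSORLG00000015179 came next, with 14707, 2261 and 8038 reads in WT_M_TE and none in TA_F_OV. On the ovary side, ENSORLG00000014710 had 44001 reads in TA_F_OV, an RPKM of 4278, and ENSORLG00000008834 had 66693 reads. ENSORLG00000010476, ENSORLG00000020200 and ENSORLG00000017802 had 33634, 41773 and 15658 reads in TA_F_OV. None of these 5 genes had a read in WT_M_TE, so the size of their log2 ratios is set by the value of 0.001 put in place of 0. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, which lowered the numbers most, 1041 genes were higher in WT_M_TE and 737 were lower.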

The functions of these genes were mainly related to cilium morphogenesis (191), cilium organization (152), cilium assembly (152), spermatid differentiation and development, wnt signal pathway (77) (Dataset 1). The master male SD marker, *DMY*^12^,^13^ (*Dmrt1Y,* Uingene20290/Unigene19692), did not expressed in TA_F_OV (Dataset 1), supporting previous observations that *DMY* gene was successfully disrupted in XY^*DMY*−^ mutants (Fig. 4C). The male sex-differentiation or testes maintaining marker *Dmrt1a*^38^ (Unigene42535/Unigene30831), *Gsdf*^39^ (Unigene44032), *Sox9b*^40^ (Unigene18419) were also significantly down-expressed in TA_F_OV (Dataset 1). Interestingly, the majority of genes in wnt signal pathway were differentially expressed between WT_M_TE and TA_F_OV. *Wnt1* (Unigene54610), *Wnt5a* (Unigene50823), *Wnt5b* (Unigene25302), *Wnt9* (Unigene32218), *Wnt11* (CL6243), *PRCK* (CL13707, PREDICTED: *Oryzias latipes* PRKC apoptosis WT1 regulator protein-like), *DKK* (Unigene58048) and *PRKCA* (Unigene17297) were up-expressed in TA_F_OV; *Wnt2* (Unigene 27916), *Wnt8a* (Unigene51222), *FZD6* (CL9539) and *FZD8* (Unigene49832) were down-expressed in TA_F_OV (Dataset 1). These genes also contribute significantly to the molecular supporting the sex-reversal female phenotype of XY^*DMY*−^ mutants (Fig. 5A,B).

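The comparison of WT_F_OV with WT_M_TE, which the paper names Data B, gave 9127 differentially expressed genes among 19019 with a read, 3981 higher in WT_F_OV and 5146 higher in WT_M_TE (exact binomial test, no replicates). The genes with the largest ratios on the ovary side were ENSORLG00000008834, ENSORLG00000014710, ENSORLG00000020200, ENSORLG00000010476 and ENSORLG00000001667, with 66129, 28888, 41986, 20067 and 25373 reads in WT_F_OV and none in WT_M_TE. On the testis side they were ENSORLG00000019981, ENSORLG00000012011, ENSORLG00000014547, ENSORLG00000009053 and ENSORLG00000019605, with 9139, 14792, 14707, 9477 and 5191 reads in WT_M_TE and none in WT_F_OV. Of the 9549 genes called between TA_F_OV and WT_M_TE, 8098 were called in the same direction between WT_F_OV and WT_M_TE, which is 84.8% (Wilson 95% interval 84.1 to 85.5%), and 18 were called in the opposite direction. Of the 1451 genes not called in the same direction, which include these 18, 1319 had a ratio of the same sign in both comparisons. Of the same 1451 genes, 367 were also called between TA_F_OV and WT_F_OV. The log2 ratios of the 2 ovaries over the testis had a Pearson correlation of 0.944 across the 17108 genes read in all 3 libraries, where both ratios share the testis values. The 6 classes of Fig. 6F together held 1217 genes, all those called between TA_F_OV and WT_F_OV, and 793 of these were also called between TA_F_OV and WT_M_TE. Assuming a biological coefficient of variation of 0.2 in edgeR's exact test left 188 genes called between TA_F_OV and WT_F_OV. The paper reasons that the differences between wild-type testis and ovary might in theory confound Data A, and that they must be excluded. It takes the classes of Fig. 6F as the *DMY*-related or affected genes.

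**Figure D1:**
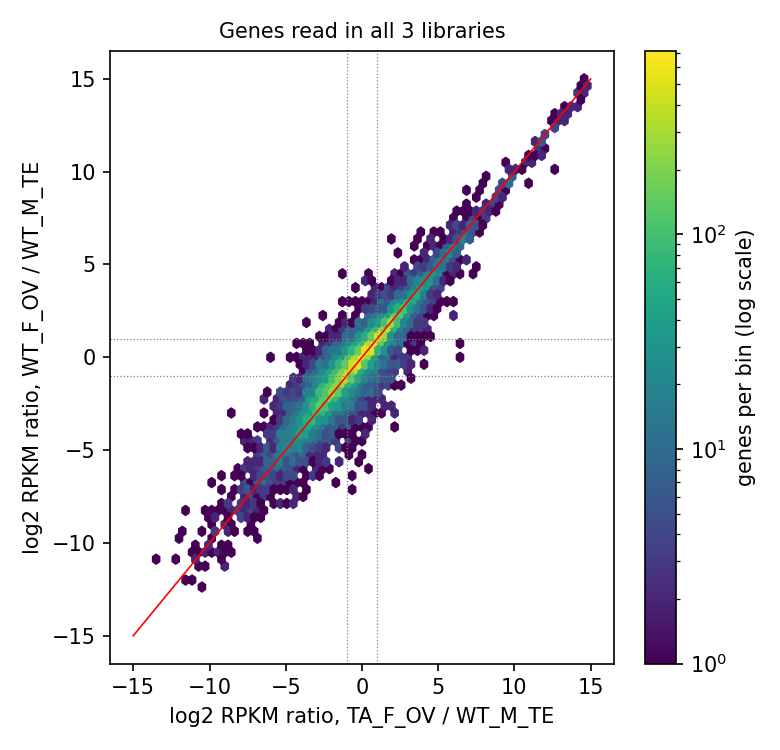
The log2 RPKM ratio of TA_F_OV over WT_M_TE (horizontal axis) against that of WT_F_OV over WT_M_TE (vertical axis) for the 17108 genes read in all 3 libraries, with the colour of each bin giving its number of genes on a log scale. The red line marks equal ratios, the dotted lines mark log2 ratios of -1 and 1, and the genes lie along the red line with a Pearson correlation of 0.944.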

Theoretically, a number of differentially expressed genes between the testis (WT_M_TE) and ovary (WT_F_OV) (Data B) might confound Data A. More accurately, Data B must be excluded from Data A. The intersection of Data A and Data B identified the real differentially expressed genes between the WT XY male testis and XY^*DMY*−^ female ovary (Data C, Dataset 2), which were the sum of 309 transcripts, 276 transcripts, 144 transcripts, 293 transcripts, 62 transcripts and 78 transcripts, which are *DMY* -related or affected genes (Fig. 6F). 

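At the gene level, 264 genes were called lower in TA_F_OV than in WT_F_OV without a call against WT_M_TE, and 160 were called higher (no replicates). The sheet of Dataset 2 for this class lists 195 transcripts in the copy analysed here, all marked by the paper as lower in TA_F_OV, and 23 of them carry an Ensembl gene identifier that joins them to the files. Of these 23 transcripts, 17 belong to a gene with a lower RPKM in TA_F_OV and 6 to a gene called lower (26.1%, Wilson 95% interval 12.5 to 46.5%). As 11.8% of the listed transcripts could be joined, the share for the whole class cannot be given. Adding 1 to each RPKM before the log2 ratio reduced the class to 171 genes lower and 76 higher in TA_F_OV, and an assumed biological coefficient of variation of 0.2 reduced it to 32 and 55.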

Relative to WT_F_OV, 144 ovary-specific transcripts were downregulated and 293 ovary-specific transcripts were upregulated in male-to-female reversed gonads (Fig. 6F). 

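In the gene-level data, 100 genes were called lower in TA_F_OV than in WT_M_TE and higher than in WT_F_OV (no replicates). Of the 62 transcripts listed by the paper for this class, 10 carry a gene identifier. The genes of 8 of these 10 were called lower than in WT_M_TE and those of 2 were called higher than in WT_F_OV, where the median log2 ratio was 0.07. Of the alternatives run on the classes, edgeR's exact test at an assumed biological coefficient of variation of 0.2 shrank this one most, to 6 genes.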

62 transcripts in XY^*DMY*−^ female ovary were downregulated relative to WT_M_TE and were upregulated relative to WT_F_OV. 78 transcripts in XY^*DMY*−^ female ovary were upregulated relative to WT_M_TE and were downregulated relative to WT_F_OV. 

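The opposite class held 88 genes, called higher in TA_F_OV than in WT_M_TE and lower than in WT_F_OV (no replicates). Dataset 2 lists 78 transcripts for it, and 15 of them could be joined to a gene in the files. The genes of all 15 transcripts were called higher in TA_F_OV than in WT_M_TE. Those of 11 were called lower than in WT_F_OV (73.3%, Wilson 95% interval 48.0 to 89.1%). At an assumed biological coefficient of variation of 0.2 the class was down to 8 genes.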

Relative to WT_F_OV and WT_M_TE, 309 transcripts were upregulated in TA_F_OV, and 276 transcripts were downregulated in TA_F_OV (Fig. 6F and Dataset 2). 

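At the gene level, 257 genes were called higher in TA_F_OV than in both wild-type libraries and 348 were called lower than in both (no replicates). Of the 309 transcripts the paper lists as higher, 48 have a gene identifier, and the genes of 41 were called higher than in WT_M_TE and those of 22 higher than in WT_F_OV. Of the 276 listed as lower, 35 have a gene identifier, and the genes of 24 were called lower than in WT_M_TE and those of 17 lower than in WT_F_OV. Over the 5 sheets of Data C, the genes of 58 of the 131 joined transcripts were called in the listed direction between TA_F_OV and WT_F_OV, which is 44.3% (Wilson 95% interval 36.1 to 52.8%), 3 were called in the opposite direction, and 101 had a ratio of the listed sign. Between TA_F_OV and WT_M_TE the genes of 88 of 108 joined transcripts were called in the listed direction (81.5%, Wilson 95% interval 73.1 to 87.7%). The 131 transcripts belong to 115 genes and the 108 to 97, so the rows are not independent, which the intervals leave out. Some genes, such as ENSORLG00000003445, have transcripts listed in both directions. The call of such a gene cannot match both, so the shares could not reach 100%. The joined transcripts are 14.2% of the 920 listed against WT_F_OV, so these shares describe only the transcripts with an identifier. The copy analysed here lists no transcripts as higher than in WT_F_OV only, so that class of Fig. 6F is outside these shares. The paper's calls were made on its transcript counts. In its own gene counts, 400 of the 920 transcripts (43.5%) belong to a gene that changed by at least 2-fold in the listed direction. With 1 added to each RPKM, 145 genes were higher and 131 lower than in both wild-type libraries, and an assumed biological coefficient of variation of 0.2 left 49 and 38.

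**Figure D2:**
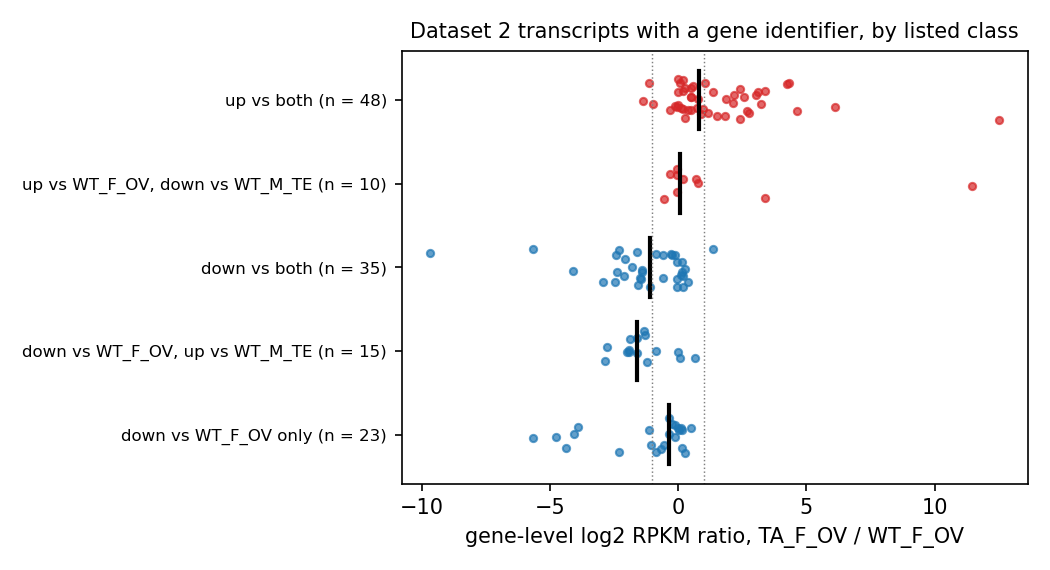
Gene-level log2 RPKM ratio of TA_F_OV over WT_F_OV (horizontal axis) for the 131 Dataset 2 transcripts with a gene identifier, grouped by the class the paper lists them in, each point 1 transcript, with red for classes listed as higher than in WT_F_OV, blue for those listed as lower, and random vertical spread for legibility. Black bars are medians and dotted lines mark log2 ratios of -1 and 1. The genes of 58 of the 131 transcripts were called in the listed direction.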

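With testis-specific taken as an RPKM of at least 1 in WT_M_TE and below 0.1 in both ovary libraries, 292 genes qualified (no replicates). They held 190896 reads in WT_M_TE, 0.78% of that library, against 446 reads in TA_F_OV and 397 in WT_F_OV. The number depends on the cut-off, and 65 genes remained when an RPKM of at least 10 in WT_M_TE was required. The Dataset 2 sheet named for the testis lists 1305 transcripts as lower in TA_F_OV than in WT_M_TE, and 291 of them have a gene identifier. The genes of 281 of these 291 were called lower in TA_F_OV (96.6%, Wilson 95% interval 93.8 to 98.1%).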

Seventy-three testis-specific transcripts were identified (Fig. 6E and File S8). GO analysis and homologous annotation with human genes is a traditional way to further predict the functions of the genes in Data C (Dataset 2). According to the annotation of Blast2GO, genes of Data C were associated with the regulation of ubiquitination and fertilization. Moreover, a large number of genes, such as ENSORLT00000000529, have not been previously reported.

GO analysis is not a straightforward way to predict the relationships among genes. Sry and *DMY* are transcription factors; theoretically, their downstream genes should have the direct binding regions for Sry or *DMY*. The predicted binding site of human SRY is shown in Fig. 6G. Human homologous genes of data C were scanned for SRY binding sites (Dataset 3). If SRY binding sites could be found in the human homologous genes, we could speculate that their medaka homologous genes may have the *DMY* binding sites or be a directly affected gene. There were 9844 unique genes in medaka that were analyzed: 7440 of which had homologous genes in the human genome. There were 4644 human homologous transcripts that may have more than one potential SRY binding site (Fig. 6H and Dataset 3). A number of potential *DMY* regulated genes, such as SLC25A38, had a potential SRY binding site in the upstream region of its human homolog; and a novel transcript, ENSORLT00000000529, had six potential SRY binding sites in the upstream region of its human homolog. 

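Dataset 2 pairs ENSORLT00000000529 with the gene ENSORLG00000000429 and places it on chromosome 6 from 502734 to 503649. The build of the medaka genome is not named there. In the files this gene had 72219 reads in TA_F_OV (RPKM 5544), 36227 in WT_F_OV (RPKM 2841) and 16 in WT_M_TE (RPKM 1.48). The reads covered 97.3%, 97.5% and 41.9% of its 442 bases in the same order. The paper's own gene counts for it are 5612 in TA_F_OV, 2705 in WT_F_OV and 0 in WT_M_TE. SLC25A38 is listed by symbol without a gene identifier and could not be found in the files. The paper places its transcript on chromosome 1 from 1997546 to 2003216. Its reported gene counts are 368 in TA_F_OV, 346 in WT_F_OV and 397 in WT_M_TE, and its reported counts for the transcript are 1.86, 25.8 and 184. Dataset 2 records 6 potential SRY binding sites for ENSORLT00000000529 and 1 for SLC25A38, and the paper counts both among the potential *DMY*-regulated genes.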

These genes are significant for investigating the transcriptional function of the *DMY* gene.

When we compared TA_F_OV with WT_F_OV, 1163 differentially expressed transcripts (Data D) were found in XY^*DMY*−^ female (Dataset 4). 

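Between TA_F_OV and WT_F_OV, 1217 of the 18565 genes with a read (6.6%) were called differentially expressed by the exact binomial test and the log2 ratio (no replicates). The test alone passed 5990 genes, and 4773 of these changed by less than 2-fold. Across the 19149 genes, log10 RPKM in the 2 ovaries had a Pearson correlation of 0.915 and a Spearman correlation of 0.981, where genes are not independent replicates. In 51 of the called genes, 1 of the libraries had no reads. An assumed biological coefficient of variation of 0.4 in edgeR's exact test left 11 called genes, the largest change of any alternative.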

There were 515 upregulated genes and 647 downregulated genes in WT-F-Ov (Fig. 6B,D). 

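At the gene level, 700 genes were called higher in WT_F_OV than in TA_F_OV and 517 were called lower. The genes higher in WT_F_OV took 3.6% of the reads of that library, and the genes higher in TA_F_OV took 0.99% of the reads of TA_F_OV. On the TA_F_OV side, the largest ratios belonged to ENSORLG00000006655, with 660 reads in TA_F_OV and 0 in WT_F_OV, and ENSORLG00000017090, with 300 reads and 0. ENSORLG00000012618 had 1679 reads in TA_F_OV and 17 in WT_F_OV, a log2 ratio of 6.60 (standard error 0.35 from read sampling alone). For ENSORLG00000001350 the reads were 3053 and 38, a log2 ratio of 6.30 (standard error 0.24). ENSORLG00000006624 had 528 and 23 reads, a log2 ratio of 4.49 (standard error 0.31, FDR 1.6e-121 by the exact binomial test). On the WT_F_OV side, ENSORLG00000013223 had 1 read in TA_F_OV and 50 in WT_F_OV, a log2 ratio of -5.67 (standard error 1.46). ENSORLG00000006549 had 47 and 655 reads, with a log2 ratio of -3.83 (standard error 0.22). The log2 ratios of ENSORLG00000004902, ENSORLG00000017178 and ENSORLG00000003357 were -2.93, -2.85 and -2.76. These standard errors leave out the variation between fish. When an assumed biological coefficient of variation of 0.4 was used, 3 genes were higher in WT_F_OV and 8 were lower.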

Using Blast2GO, the differentially expressed genes were blasted and annotated on biological process (BP), cell components (CC), and molecular function (MF). The genes of Data D are associated with the wnt receptor signaling pathway (Predicted: syntabbulin-like, axin-2-like), ovarian follicle development (Forkhead box O5, Predicted: beta-arrestin-1-like, adenomatous polyposis coli protein-like, ubiquitin-protein ligase E3A-like, bone morphogenetic protein receptor type-1B-like), and the follicle-stimulating hormone signaling pathway (luteinizing hormone receptor, lhr, Predicted: beta-arrestin-1-like) (Dataset 4). In terms of the number and repetitions of the genes, the genes of the wnt signaling pathway were the most significant proportion of Data D. *PRCKA* (CL423) and *DKK* (Unigene31972) were up-expressed in TA_F_OV; *Wnt1* (CL10671), *MAPK8* (CL4166), *FZD6* (CL9539) and *PRCK* (CL13707) were down-expressed in TA_F_OV. These genes, especially *Wnt1* and *PRCK* (CL13707), were down-expressed in XY^*DMY*−^ mutants, compared with WT XX females (Dataset 4). Therefore, we reasonably believed that the wnt signaling pathway is one of the vital pathways on regulating the development and mature of oocytes in XY^*DMY*−^ mutants, why the ovarian function of XY^*DMY*−^ mutants are significant lower than that of WT females. Comprehensive Data A, B, C, and D, greatly promote research into the transcriptional function of the *DMY* gene in medaka, not only in sex reversal, but also in the normal development and maturation of gonads.

## Discussion

### *Nanos3UTR*- TALENs effectively generated a targeted gene mutant line in Medaka

Germline transmission of the knockout genotypes is critical to obtain homozygous gene knockout animals. Generally, a 46.8% mutation rate in the F0 is not ideal for gene disruption. Perhaps this low efficiency should be attributed to the *DMY* gene on the Y chromosome rather than our optimized TALENs. In general, there should be equal numbers of male and female embryos in a generation. This means that the targeting efficiency of *DMY*-TALENs could not beyond be greater than 50%. Indeed, in our results, the efficiency was never more than 50%, even if the concentration of TALENs was increased to 800pg (Fig. 2I). To improve the germline integration efficiency, we incorporated the zebrafish *nanos*-3′UTR into the TALEN construct (Fig. 1A), which was reported to protect mRNA from degradation in primordial germ cells and improve the germ cell targeting efficiency^28^,^41^,^42^. Compared with 9.02% *DMY*-TALEN-induced F1 embryos carrying mutations; there were 37.56% *DMY-*nanos3UTR-TALEN-induced F1 embryos that carried mutations in the *DMY* gene (Fig. 2I and File S2). These results indicated that *DMY-*nanos3UTR-TALEN induced a high proportion, possible a majority, of mutant gametes in the F0 medaka. Thus, the incorporation of the *nanos*-3′UTR into the TALEN construct improved the germ cell targeting efficiency in medaka, permitting the generation of medaka knockout lines.

### A novel program to identify potential off-target sites of TALENs

Specificity is essential to establish precisely targeted gene knockout lines. TALENs have become an accepted tool for targeted mutagenesis, but undesired off-targets, in addition to the targeted genomic region, remain an important issue^15^,^21^,^43^,^44^,^45^,^46^,^47^. Unfortunately, using e-PCR to perform BLAST searches, potential off-target sites were identified in several studies^46^. Using Primer3 and BLAST, potential off-target sites of the *DMY* gene in medaka were identified (File S5). According to this data, BLAST emphasized sequence similarity, but there were few base pair sites of TALENs that could match to potential off-target sites of the genomes. In fact, not only the similarity of sequence, but also that fact that the 0 position of EBEs must be T is very important to TALENs binding site^48^. Using the novel program, 55 candidates’ off-target sites were identified in the medaka genome. We amplified the top predicted potential off-target locus by PCR, sequenced it and found no mutations (File S4). Using our data, our program was more efficient than ePCR to predict TALENs off-target sites. Recently, tools for predicting TALEN off-targets have been developed, such as idTALE (http://idtale.kaust.edu.sa), Paired Target Finder (https://tale-nt.cac.cornell.edu), and TALENoffer^49^. Compared with these, the advantage of our program is its simplicity and reliability. However, a more detailed investigation on the possible off-target effects of TALENs and more accurate program will be needed in the future.

### Mutant phenotypes

Gonadal dysgenesis in 46, XY patients was first noted by Drash *et al.*^4^. Phenotypic female patient with an XY karyotype were initially reported by Kaplan^5^. Several phenotypic female patients with the XY karyotype were evaluated clinically, cytogenetically, hormonally, endoscopically and histologically^6^. The functional study of gonadal dysgenesis in phenotypic female patients with an XY karyotype has been hindered by a lack of animal models with specific mutations, except for the mouse sry mutant^3^,^31^. Using TALENs, two different Y-linked genes were efficiently manipulated in mouse embryonic stem cells (mESCs)^31^ and an *Sry* knockout mouse was generated^3^. The mutant mice are almost completely infertile, although the *Sry* knockout mouse is similar to humans in terms of their physiological phenotype. The phenotype of the *DMY* knockout medaka is also similar to that human XY female syndrome. In particular, a majority of fertile individuals were found in the population. XY^*DMY*−^ female medakas could help in studies of the mechanism of human XY female syndrome in genetics and reproductive biology. Benefiting from the number of embryos or offspring from the parents, fish are good for large sample analysis and for investigating individual differences of human XY female syndrome in populations.

*DMY*, a duplicated copy of *DMRT1*, is identified as the master male SD gene and shows all features of a SD gene in medaka^12^. In this study, we generated both insertions (+16) and deletions (−11) of the TALEN-induced *DMY* mutant line, which developed into females with the XY karyotype (Fig. 5A–C,F). Sex reversal was also reported very early in medaka^50^, which could be induced by steroid hormones or high temperature^51^,^52^. To evaluate whether the sex reversal observed in XY^*DMY*−^ female medaka was caused by *DMY* gene mutation, the best method is rescue of the phenotypes of the XY^*DMY*−^ female medaka. In the former case, the expected mutant *DMY* lacks functionally important motifs of DMY; this mutated Y chromosome could pair with the WT X and Y chromosome to generate females and males, respectively. Crossing with the WT medaka (Fig. 3), produced Y^*DMY*−^Y male mutants in the next generation, which meant that dysfunction of the *DMY* gene was the unique difference between XY^*DMY*−^ female and Y^*DMY*−^Y male. This result confirmed that the sex reversal observed in XY^*DMY*−^ female medakas was caused by a *DMY* gene mutation.

Adults of two phenotypically female mutant lines were evaluated through mutation confirmation, phenotype diagnostic (Fig. 5A) and histological analysis (Fig. 5B,F). Using genomic PCR (Fig. 4B) and FISH of *DMY* gene (Fig. 5C) showing the specific hybridization signal of the Y chromosome, the two phenotypically female mutant lines were identified as genetic males with the XY karyotype. RT-PCR analysis (Fig. 4C) and RNA-seq (Dataset 1) confirmed that XY^*DMY*−^ mutants did not express *DMY* gene, which were different from WT XY individuals. *Gsdf,* co-localized with *DMY* in the same somatic cells in the XY gonads, was expressed exclusively in primordial gonads of only the genetic males^39^. Both the increased number of germ cells (Fig. 4D) and the significantly down-expression of *Gsdf* gene (Unigene44032) implied sex reversal of XY^*DMY*−^ mutants took place in early developmental stages, attributed to the disruption of *DMY* gene. As expected, the TALEN-induced *DMY* knockout medakas had female external and internal specificities. Unlike the *Sry* KO mouse, which did not produce any offspring^3^, the majority of TALEN-induced *DMY* knockout medakas were fertile. Twelve of 15 XY^*DMY*−^ mutants developed functional ovaries; and the ovaries of three females showed incomplete development. There were significant differences among XY^*DMY*−^ mutants, WT female and WT male in GSI (Fig. 5D) in terms of their GSI scores. Histological analysis showed that the ovary of XY^*DMY*−^ mutants displayed a reduced number of oocytes (Fig. 5F). In three of the 15 mutants, no eggs could develop beyond CA oocytes. The other 12 could generate mature eggs, however, the mature oocytes number of XY^*DMY*−^ mutants are significantly fewer than that of WT XX females. Therefore, the ovary function of XY^*DMY*−^ mutants was lower than that of WT females, not only in quality, but also in the quantity (Fig. 5F). To investigate whether there is significant difference in the fertilization of eggs and between XY^*DMY*−^ female and WT female; test crosses were continuously and systemically recorded. During generation of offspring from the XY^*DMY*−^ female testcrosses, we found that it was always difficult to obtain a sufficient number of offspring. After 10 days of continuous monitoring, 6 eggs matured per day from XY^*DMY*−^ mutants; 20 eggs matured per day from WT XX females (Fig. 5E). The results from F2 phenotypes revealed that a reduced number of mature oocytes were one of the most plausible explanations for the reduced fertility in the *DMY* KO medakas. Thus, the XY^*DMY*−^ mutants could develop functional ovaries; however, the development, maturation and fertilization capacity of their eggs were significantly lower than those of the WT female.

### Transcriptomic analysis of TALENs induced *DMY-* mutants and the WT

Natural sex reversal has been reported in medaka^50^, and mutation of the *DMY* gene was identified in several artificial mutants^14^. However, the molecular mechanism of sex reversal, inducing by loss of *DMY*, has not been resolved. RNA-Seq is a recently developed approach for transcriptome profiling that is based on deep-sequencing^32^. RNA-seq could quantify the changing expression levels of each transcript during development and under different conditions. XY^*DMY*−^ mutant female from the F3 generation were used for RNA-seq analysis, which minimized the off-target effects of *DMY*-TALENs. Using the RNA-seq approach, we obtained transcriptome information of XY^*DMY*−^ mutants, and through a comparative analysis of them, revealed the transcriptional function of the *DMY* gene in medaka.

Using RNA-seq, 157 million raw reads were generated from WT_M_TE, WT_F_OV and TA_F_OV libraries. However, only 75.8% of the processed reads were mapped to the reference genome of medaka in the Ensemble database (File S6). This indicated that the medaka genome information requires improvement, and transcriptomic sequencing could revise and promote the improvement of medaka genome. In addition, it implied that it would be better to use independent analysis with no reference genome in the analysis of medaka transcriptome, which we used in this study. The problem with the medaka genomic information had little bearing on the fact that medaka is a good model for human diseases. Although only 7481 of 9844 transcripts could match the medaka genome, 7440 transcripts had homologous genes in the human genome (Fig. 6H). This suggested that medaka might be similar to humans in terms of sex determination and regulation; the medaka transcriptome data could play a role in the analysis of human sex reversal patients.

Medaka sex is primarily determined by the presence or absence of *DMY* gene^12^,^13^. Several studies show that *Dmrt1*^16^,^38^, *Gsdf*^39^ and *Sox9b*^40^ is essential to maintain testis differentiation or regulate testis development. Un-expression of *DMY* (Uingene20290) and lower expression of *Dmrt1a* (Unigene42535), *Gsdf* (Unigene44032) and *Sox9b* (Unigene18419) in RNA-seq analysis provided the molecular basis to the failure of male sex determination, male-to-female sex reversal, and the failure of testis differentiation or development in XY^*DMY*−^ mutants (Dataset 1). 

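For ENSORLG00000000429, the gene of ENSORLT00000000529, the log2 RPKM ratio of TA_F_OV over WT_M_TE was 11.87 (standard error 0.36 from read sampling alone, no replicates), and the gene was called higher in TA_F_OV. Against WT_F_OV the log2 ratio was 0.964 (standard error 0.009), which is below the threshold of 1, so the gene was not called in that comparison. TMM normalization moved this ratio most among the alternatives run on it, to 0.945. Dataset 2 lists the transcript as higher in TA_F_OV than in both, with the paper's transcript counts of 3336 in TA_F_OV, 985 in WT_F_OV and 0 in WT_M_TE. The gene of SLC25A38 could not be found in the files by an identifier. The paper names ENSORLT00000000529 and SLC25A38 among the genes of Fig. 6F and proposes them as potential factors that may directly bind SRY and *DMY*.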

Among the differentially expressed genes in TA_F_OV compared with WT_F_OV and TA_F_OV compared with WT_M_TE (Fig. 6F and Dataset 2), we found several potential factors may directly bind SRY and DMY, such as SLC25A38 and ENSORLT00000000529. This validated the transcriptional function of the *DMY* gene. Theoretically, the *DMY* gene, a SD gene, might have a relationship with the sperm production and cilia assembly. However, from our comparative analysis, it was apparent that differences in the expressions of genes involved in these processes represented background differences between the WT ovary and WT testis tissue. This is an essential problem in the transcriptional function of *DMY*, but it beyond the scope of this study. Further, we may investigate developmental stages of gonad or different tissue of the HPG axis to explain the problem.

The main differentially expressed genes between WT_F_OV and TA_F_OV, were genes in the wnt receptor signaling pathway (Predicted: syntabbulin-like, axin-2-like) (Dataset 4). In mammals, beta-arrestin-1-like gene regulated IGF-1 affects human reproductive endocrinology. The medaka homolog of beta-arrestin-1-like gene was detected 10 times in the RNA-seq data. The high expression of the beta-arrestin-1-like gene could provide some clues to the mechanism of the degradation of the testis and the development of the ovary in XY *DMY* mutant females. Lhr and Forkhead box O5 factor were also differentially expressed between TA_F_OV and WT_F_OV. Lhr is the luteinizing hormone receptor, and Forkhead box O5 factor plays an important role in metabolism and cell differentiation. The low expression of lhr and Forkhead box O5 factor might affect the incomplete ovary function of the XY *DMY* mutant female. The majority of genes in wnt signal pathway, such as *Wnt* genes, *PRCK* genes, *FZD* genes and *DKK* were differentially expressed between WT_M_TE and TA_F_OV (Dataset 1), it implied that the wnt signaling pathway is the main regulation pathway during male-to-female sex reversal process. In addition, the genes in wnt signaling pathway, especially *Wnt1* and *PRCK*, were up-expressed in XY^*DMY*−^ mutants compared with WT XY males, and down-expressed compared with WT XX females (Dataset 1 and 4). These results implied that the wnt signaling pathway also contributed primarily to the ovarian development, reduced fertility and ovarian maturation in the XY^*DMY*−^ mutants. Interestingly, *PRCKA* and *DKK* were up-expressed in TA_F_OV, whether compared with WT_M_TE (Dataset 1) or compared with WT_F_OV (Dataset 4). In summary, these results implied that the wnt signaling pathway is the root of sex reversal, the incomplete ovarian function and reduced fertility in the XY^*DMY*−^ mutants.

## Methods

### Ethics Statement on the Use of Animals

The research animals are provided with the best possible care and treatment and are under the care of a specialized technician. All procedures were approved by the Institute of Hydrobiology, Chinese Academy of Sciences, and were conducted in accordance with the Guiding Principles for the Care and Use of Laboratory Animals.

### Medaka husbandry

The Orange strain of medaka was used in this study (Originally from National University of Singapore). Medakas were maintained in aquaria under an artificial 14-h light/10-h dark photoperiod at 26 °C in the Institute of Hydrobiology, Chinese Academy of Science^30^.

### Construction of TALENS

TALEN were assembled and transferred into vectors pCS2-KKR and pCS2-ELD^28^. To improve the germline integration efficiency, the zebrafish *nanos*-3′UTR was separately inserted into the 3′ end of the pCS2-ELD/KKR vector to replace the SV40 UTR using *NotI* and *XbaI*.

### Manipulation of medaka embryos

The final TALEN plasmids were linearized using *Not*1, and the mMessage mMachine SP6 kit (Ambion) was used to synthesize mRNAs. TALENs mRNAs (half left and half right monomer mRNAs) were microinjected into medaka embryos at the one cell stage.

### Detection of mutations in TALEN-targeted medaka embryos

72 hours after microinjection, TALEN targeted embryos were pooled for genomic DNA extraction (10 embryos for each pool). PCR was performed using primers DMY F and DMY R; PCR products were purified from the agarose gel using a gel extraction kit (QIAGEN). Amplicons harboring the targeted gene fragments were sub-cloned into pMD-18T using TA cloning (Takara), and single colonies were examined by PCR using primers DMY F, DMY F1 and DMY R. The PCR conditions were as follows: 5 min at 95 °C; followed by 30 cycles of 15 sec at 95 °C, 20 sec at 52 °C, 30 sec at 72 °C; and a final step of 5 min at 72 °C. PCR products were electrophoresed in a 2% agarose gel and verified by DNA sequencing.

### Off-target analysis

The criteria of the novel program for determining off-target sites were that the 0 position of the EBEs must be T, from 1 to 10 mismatch bases occur in the pairs of EBEs, and the spacer between the two putative EBE regions is less than 100 bp, because it has been suggested that longer spacers interfere with Fok I dimerization.

### Founder Screening

TALEN-injected medaka embryos were raised to sexual maturity. F0 *DMY* mutated females were crossed with wild-type males; and F1 embryos were collected at 72 hours post fertilization. Genomic DNA was extracted from ten randomly pooled embryos to assess mutagenesis at the TALEN-targeted site by PCR and sequencing. F1 embryos were individually collected at 7 days post fertilization (dpf), and genomic DNA was extracted from each individual embryo to assess mutagenesis at the TALEN-targeted site by PCR and sequencing.

### Fluorescence *in situ* Hybridization

FISH was performed using a *DMY* fragment labelled by PCR (Dmy Probe F: 5′-TGCCCAAGTGCTCCC-3′; Dmy Probe R: 5′-CCCCTTTTGTCTGTCCTCT-3′) with digoxigenin-11-dUTP (Boehringer). Standard nick translation using biotin-16-dUTP and digoxigenin-11-dUTP^12^ separately labeled the probe. Before hybridizing with denatured medaka mitotic chromosomes, the probe was denatured and preannealed in the presence of excess genomic DNA. Rhodamine-conjugated avidin and antidigoxigenin (monoclonal)-conjugated fluorescein (Sigma) were used to detect the hybridization sites for the probe simultaneously. 4, 6-diamidino-2-phenylindole (DAPI) was used to counterstain the chromosomes. EASY FISH 1.0 software (Applied Spectral Imaging, Mannheim, Germany) was used to capture and display digitized images of the rhodamine signals on DAPI-stained chromosomes.

### Expression Analysis

The TRIZOL reagent (Invitrogen) was used to extract total RNA from pooled organs of three adult medaka fish, according to the supplier’s recommendation. After DNase treatment, reverse transcription was performed with 2 or 4 mg RNA by using Superscript II reverse transcriptase (Invitrogen) and random primers. cDNA from 10 ng (actin) to 200 ng (adult organs) of total RNA was used for PCR with gene-specific primers: *Ola Actin*, *Ola DMY* (Dmy F1 and PG17.89 primers^12^).

### Histological Analysis

For the histological analysis, identified mutants from the F2 generation of medaka were dissected into head and body segments (N = 15). Each dissected head was used to determine the genetic sex. The body portions were fixed overnight in Bouin’s fixative solution and then embedded in paraffin. Cross-sections were cut serially at 5 μm thickness, and after hematoxylin and eosin (H&E) staining; the images were obtained under a microscope (Eppendorf).

### Library construction and high-throughput sequencing

Medaka gonads (divided into WT-F, WT-M and TA-F, 10 samples pooled in each group, respectively) were collected for RNA extraction. TRIZOL (Invitrogen) performed the total RNA extraction, following the manufacturer’s instructions. RNA library construction was then performed by BGI- Shenzhen, Shenzhen, China then constructed the RNA library. Before library construction, the integrity of RNA samples was confirmed using an Agilent 2100 Bioanalyzer; 10 μg of total RNA was used for isolation of mRNA with Sera-mag Magnetic Oligo (dT) beads from Illumina.

### Quantitative Real-Time PCR

The TRIZOL reagent (Invitrogen) was used to isolate total RNA from embryos. The SYBR Green PCR Master Mix (Applied Biosystems) and the Real-Time PCR System (ABI 7900) measured gene transcription. The *actb1* gene was used as the endogenous control gene for normalizing expression of the target gene. Triplicate technical replicates were performed for duplicate cultures.

### Functional Annotation, Classification, and Enrichment Analysis

Blast2GO software (http://www.blast2go.de) was used to perform BLAST searching, mapping, and annotation of proteins differentially expressed^53^. BINGO 2.44^54^ plug-in in the Cytoscape platform^55^ was used to perform functional enrichment analysis of differentially expressed proteins to determine the significantly enriched GO terms and relevant proteins. Enrichment analysis of GO term assignment was performed in reference to the entire annotated *P. tricornutum* proteome. The corrected P values were derived from a hypergeometric test followed by Benjamini and Hochberg false discovery rate correction. A corrected P < 0.05 was regarded as significant.

## Additional Information

**Accession codes:** All RNA-seq data submited to GEO, GEO accession: GSE62700.

**How to cite this article**: Luo, D. *et al.* Direct production of XY^DMY-^ sex reversal female medaka (*Oryzias latipes*) by embryo microinjection of TALENs. *Sci. Rep.* **5**, 14057; doi: 10.1038/srep14057 (2015).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

## Figures and Tables

**Figure 1:**
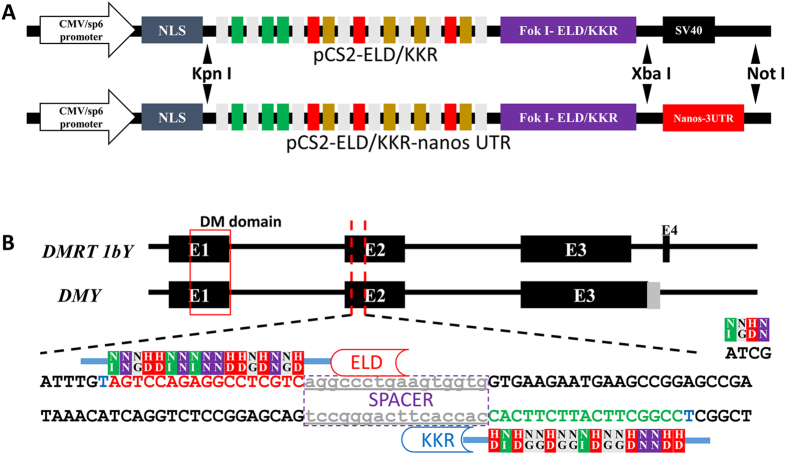
The design and assembly of *DMY-*TALEN sites. (**A**) Reconstructions of pCS2- *DMY*-TALENs -ELD/KKR-nanos UTR plasmids. (**B**) The location and sequence information of *DMY*-TALENs. Red uppercase letters indicate the DNA sequence of *DMY*-TALEN-L sites. Green uppercase letters indicate the complementary paired DNA sequence of *DMY*-TALEN-R sites. Lowercase letters indicate the spacer region of TALEN sites.

**Figure 2:**
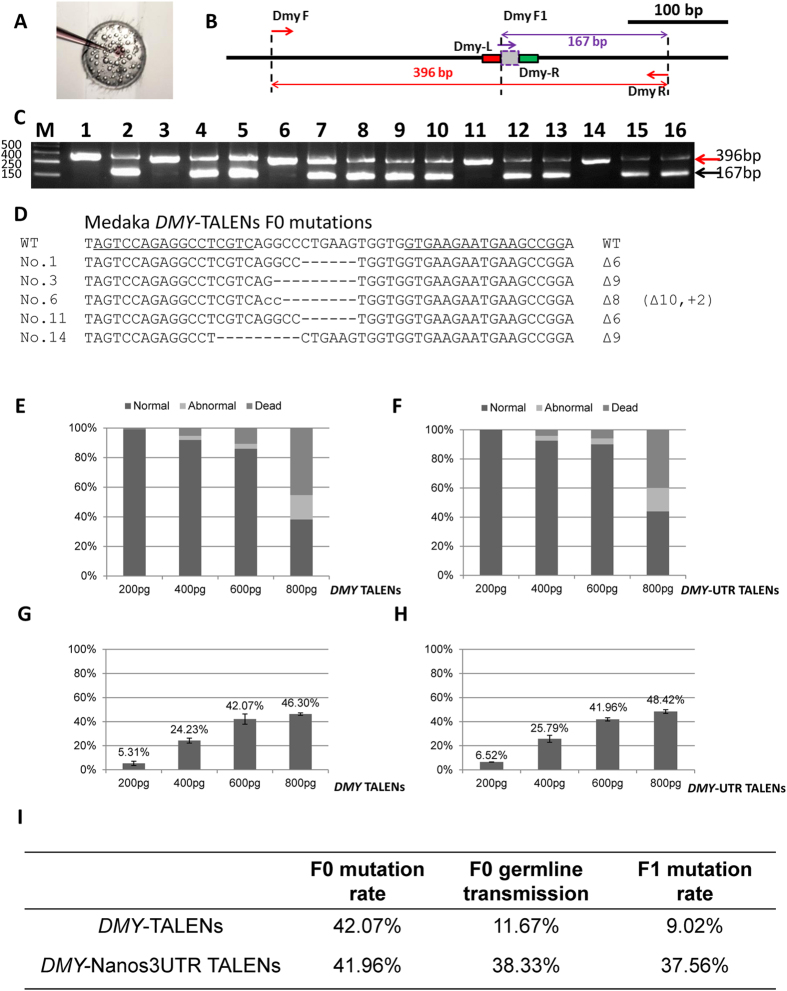
The dosage effects and efficiency evaluation of *DMY*-TALENs. (**A**) Microinjection of TALENs mRNA into medaka. (**B**) Detection of mutations in TALEN targeted medaka embryos. Primers DMY F, DMY F1 and DMY R were used to amply the *DMY* gene. Primers DMY F and DMY R bridge both EBE regions, while primers DMY F1 and DMY R link the spacer region and the downstream EBE. DMY F and DMY R generated a 396 bp PCR fragment. DMY F1 and DMY R generated a 167 bp PCR fragment. If primer DMY F and DMY R generated a PCR fragment, while primer DMY F1 and DMY R failed to do so, this suggested that the targeted gene is disrupted by the *DMY*-TALEN. (**C**) Electrophoretic detection of mutations in TALEN-injected medaka embryos. Line 1 to 16, TALENs injected embryos. 1,3,6,11,14 show mutated embryos. (**D**) Sequencing detection of mutations in TALEN-induced medaka embryos. -, deleted nucleotide; lowercase letter, added nucleotide. +, insertions; Δ, deletions. (**E**) Evaluation of embryonic toxicity of *DMY*-TALENs. (**F**) Evaluation of embryonic toxicity of *DMY*-nanos3UTR-TALENs. (**G**) The targeting efficiency statistics of *DMY*- TALENs. (**H**) The targeting efficiency statistics of *DMY*-nanos-3UTR TALENs. (**I**) Comparative analysis of mutation rate and germline transmission rate between *DMY*-TALENs and *DMY*-nanos3UTR-TALENs.

**Figure 3:**
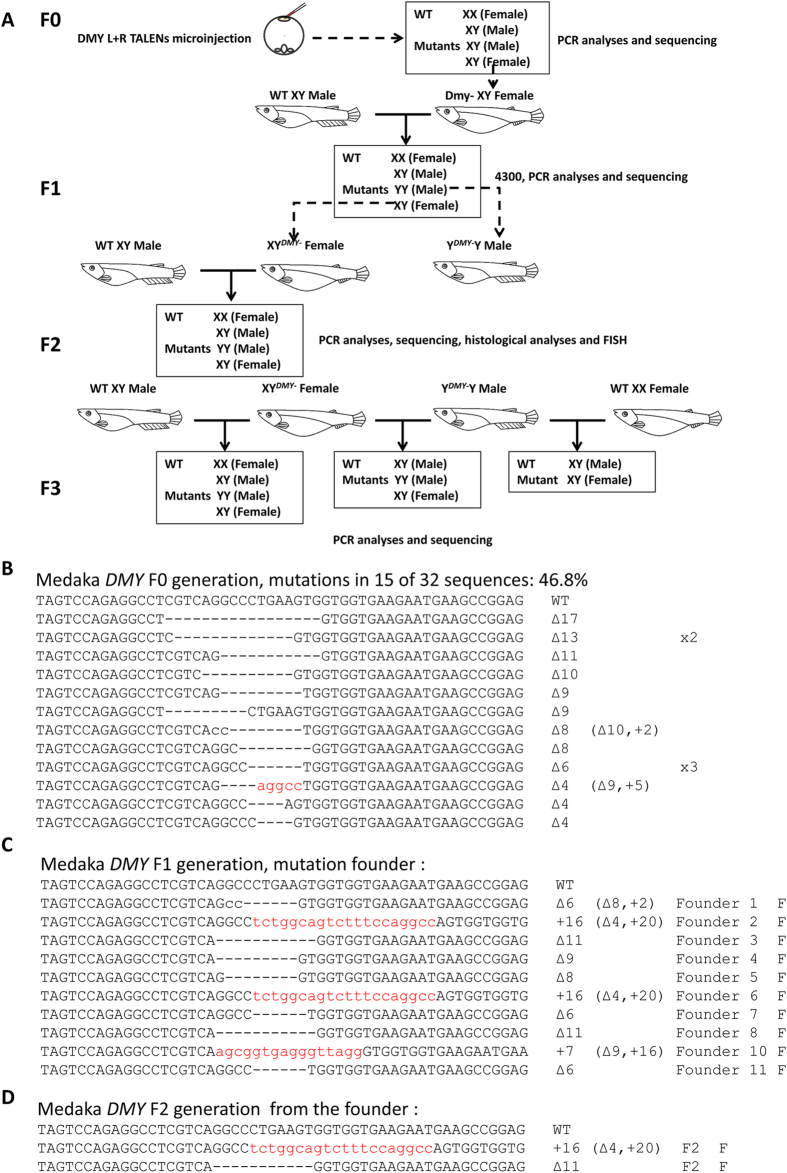
Flowchart and establishment of *DMY*-TALENs-induced mutant lines. (**A**) Flowchart of *DMY*-TALENs-induced mutant lines. (**B**) The genotypes of TALENs-induced mutations in the F0 generation. (**C**) The genotypes of TALENs induced F1 founders. (**D**) The genotypes of TALENs induced F2 mutant lines. Red lowercase letters indicate an additional nucleotide; “-” indicates a deleted nucleotide. +, insertions; Δ, deletions. F, female; M, male.

**Figure 4:**
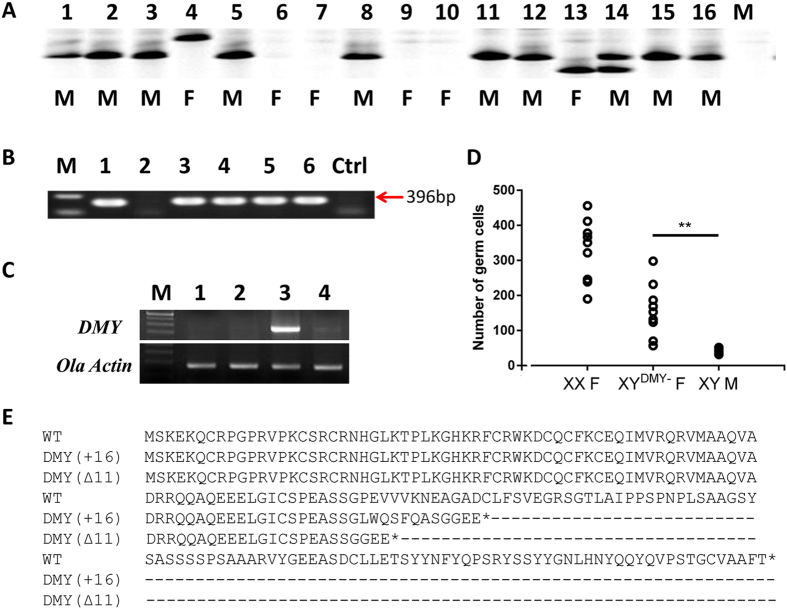
*DMY* genotyping, expression and CDS frameshift mutations of *DMY* mutants. (**A**) Genotyping of *DMY* gene fragments using Li-con 4300 system. 1 to 16, randomly selected individuals in F1 generation. F, female; M, male. (**B**) Genomic PCR confirmed the *DMY* gene. M: marker DL2000; 1: WT Male; 2: WT Female; 3: Founder 2; 4: the female mutant from the F2 generation of Founder 2; 5: Founder 3; 6: the female mutant from the F2 generation of Founder 3; Ctrl: no template control. (**C**) Reverse transcription- PCR with *DMY*-specific primers. *OLA Actin* expression was determined for calibration. M: 250 bp Marker; 1. XY^*DMY*−^ mutant (DMYΔ11); 2. XY^*DMY*−^ mutant (DMY+16); 3. WT XY male; 4. WT XX female. (**D**) Numbers of germ cells in mutants and WT medaka fry at 5DAH. XX F: WT XX females; XY^*DMY*−^ F: XY^*DMY*−^ matants; XY M: WT XY males. Open circles represent the number of germ cells in individuals (N = 9). **P < 0.001. (**E**) The CDS frameshift mutations of TALEN-induced *DMY* gene. WT: CDS sequence of DMY.

**Figure 5:**
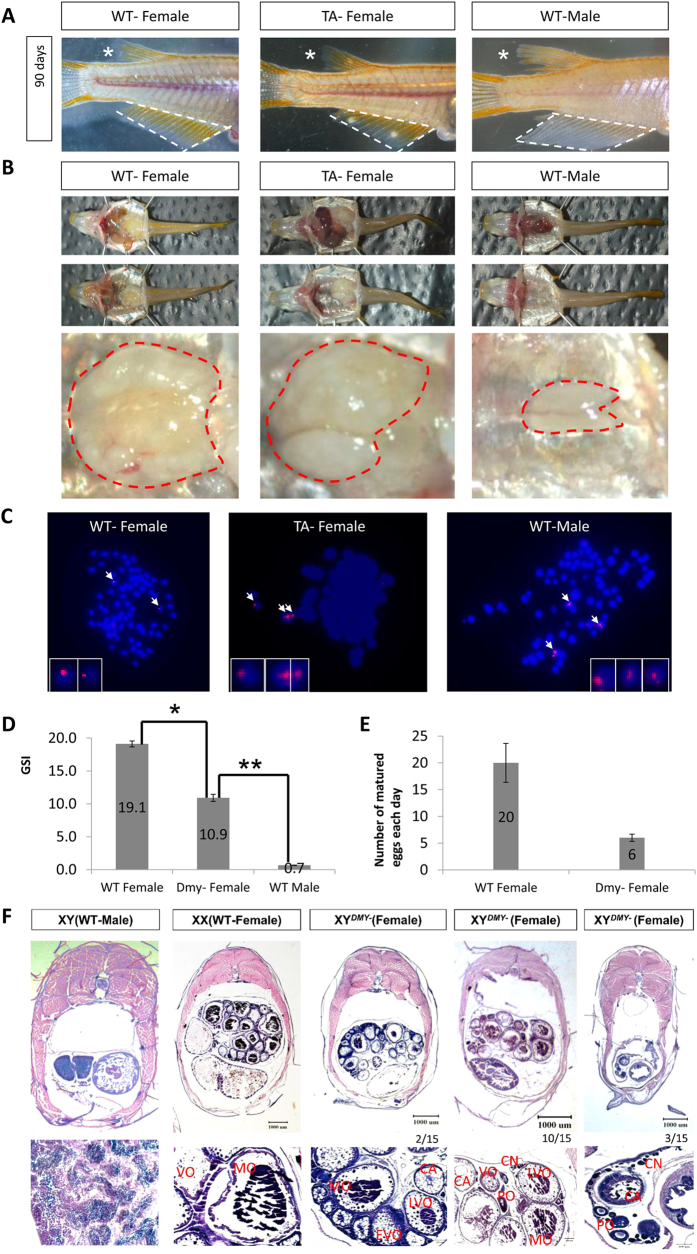
Phenotypic identification and analysis of XY^*DMY*−^ mutants. (**A**) Phenotypic diagnostics of the secondary sexual characters in XY^*DMY*−^ mutants. White dashed area shows the anal fin of medaka. *shows the dosal fin of medaka. (**B**) The gonad of WT and TA mutants. The red dashed area shows the gonad tissue of medaka. (**C**) Fluorescence *in situ* hybridization of the karyotypes of metaphases cell from WT male, WT female and XY mutant female. The pink signal is the male specific hybridization signal. (**D**) The comparative analyses of gonadosomatic index (GSI) among WT-F, WT-M and XY mutant female (TA-F). *P < 0.5; **P < 0.001. (**E**) The comparative analyses of oocytes maturation between WT-F and TA-F. (**F**) Histological analyses of gonad tissue. CN, chromatin nucleolar oocytes; PO, perinucleolar oocytes; CA, cortical alveolar oocytes; EVO, early vitellogenic oocytes; VO, vitellogenic oocytes; LVO, late vitellogenic oocytes; MO, mature oocytes.

**Figure 6:**
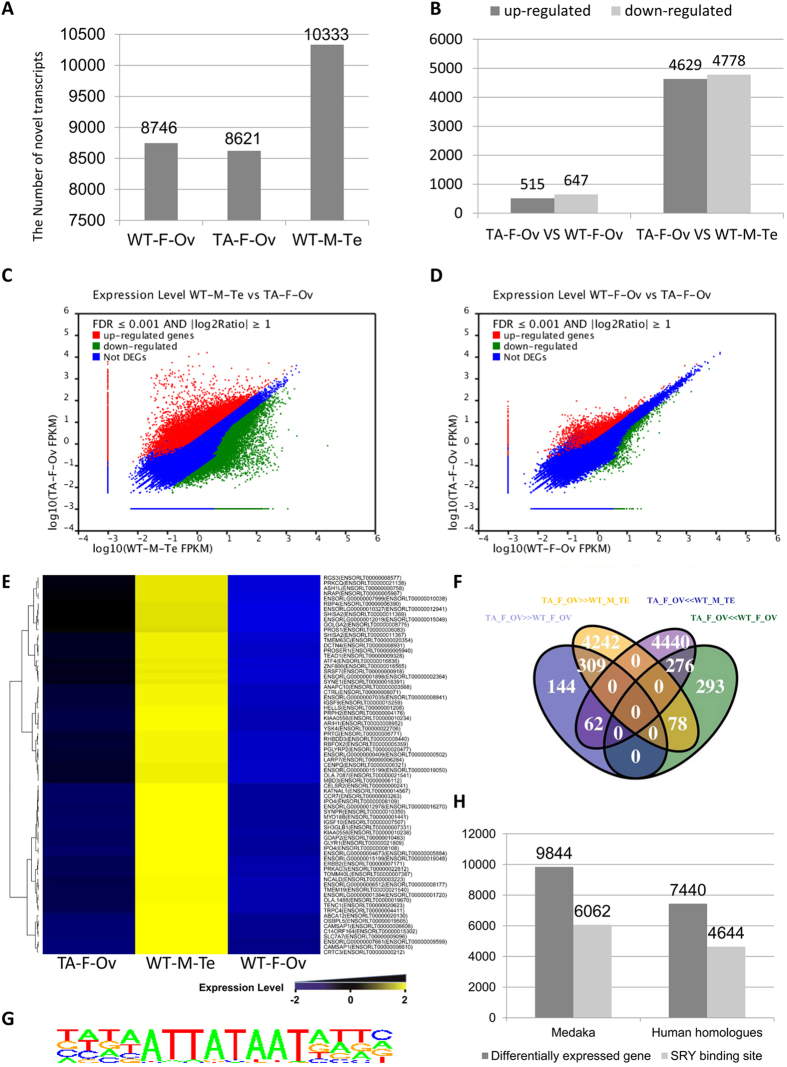
Bioinformatic analyses of RNA-seq data. (**A**) The number of novel transcripts in the RNA-seq data the WT female (WT_F_OV), the wild-type male (WT_M_Te) and XY^*DMY*−^ female medaka (TA_F_OV). (**B**) The differentially expressed transcripts between TA_F_OV and WT_F_OV/WT_M_Te. (**C**) Correlation of gene expression between WT_M_Te and TA_F_Ov. The up- and downregulated genes are shown in red and green, respectively. Non-differentially expressed genes are shown in blue. (**D**) Correlation of gene expression between WT_F_Ov and TA_F_Ov. The up- and downregulated genes are shown in red and green, respectively. Non-differentially expressed genes are shown in blue. (**E**) The cluster of testis-specific expressing transcripts. Cluster analyses of differentially expressed genes among WT_F_Ov, WT_M_Te and TA_F_Ov. The high- and low-expressed genes are shown form yellow to blue, corresponded to the expression level from negative 2 fold to positive 2 fold. (**F**) The differentially expressed transcripts among TA_F_Ov, WT_F_Ov and WT_M_Te. The up- and downregulated genes in WT_M_Te were shown in Fuchsia and yellow, respectively. The up- and downregulated genes in WT_F_Ov are shown in green and purple, respectively. TA_F_Ov ≫ WT_F_Ov means the genes were upregulated in TA_F_Ov. TA_F_Ov ≪ WT_F_Ov means the genes were downregulated in TA_F_Ov. TA_F_Ov ≫ WT_M_Te means genes were upregulated in TA_F_Ov. TA_F_Ov ≪ WT_M_Te means the genes were downregulated in TA_F_Ov. (**G**) SRY binding sites. (**H**) The SRY binding sites analyses of differentially expressed genes among TA_F_Ov, WT_F_Ov and WT_M_Te.

## References

[b1] SinclairA. H. *et al.* A gene from the human sex-determining region encodes a protein with homology to a conserved DNA-binding motif. Nature 346, 240–244 (1990).169571210.1038/346240a0

[b2] HawkinsJ. R. *et al.* Mutational analysis of SRY: nonsense and missense mutations in XY sex reversal. Hum Genet 88, 471–474 (1992).133939610.1007/BF00215684

[b3] KatoT. *et al.* Production of Sry knockout mouse using TALEN via oocyte injection. Sci Rep 3, 3136 (2013).2419036410.1038/srep03136PMC3817445

[b4] DrashA., ShermanF., HartmannW. H. & BlizzardR. M. A syndrome of pseudohermaphroditism, Wilms’ tumor, hypertension, and degenerative renal disease. J Pediatr 76, 585–593 (1970).431606610.1016/s0022-3476(70)80409-7

[b5] KaplanE. Gonadal dysgenesis in a phenotypic female with an XY chromosomal constitution. S Afr Med J 53, 552–553 (1978).675413

[b6] PortuondoJ. A. *et al.* Management of phenotypic female patients with an XY karyotype. J Reprod Med 31, 611–615 (1986).3091820

[b7] ConoverD. O. & KynardB. E. Environmental sex determination: interaction of temperature and genotype in a fish. Science 213, 577–579 (1981).1779484510.1126/science.213.4507.577

[b8] BulmerM. Evolution: sex determination in fish. Nature 326, 440–441 (1987).356148210.1038/326440b0

[b9] ConoverD. O. & HeinsS. W. Adaptive variation in environmental and genetic sex determination in a fish. Nature 326, 496–498 (1987).356148710.1038/326496a0

[b10] LoukovitisD. *et al.* Quantitative trait loci for body growth and sex determination in the hermaphrodite teleost fish Sparus aurata L. Anim Genet 43, 753–759 (2012).2249746010.1111/j.1365-2052.2012.02346.x

[b11] PiferrerF., RibasL. & DiazN. Genomic approaches to study genetic and environmental influences on fish sex determination and differentiation. Mar Biotechnol (NY) 14, 591–604 (2012).2254437410.1007/s10126-012-9445-4PMC3419836

[b12] NandaI. *et al.* A duplicated copy of DMRT1 in the sex-determining region of the Y chromosome of the medaka, Oryzias latipes. Proc Natl Acad Sci USA 99, 11778–11783 (2002).1219365210.1073/pnas.182314699PMC129345

[b13] MatsudaM. *et al.* DMY is a Y-specific DM-domain gene required for male development in the medaka fish. Nature 417, 559–563 (2002).1203757010.1038/nature751

[b14] MatsudaM. *et al.* DMY gene induces male development in genetically female (XX) medaka fish. Proc Natl Acad Sci USA 104, 3865–3870 (2007).1736044410.1073/pnas.0611707104PMC1820675

[b15] OtakeH. *et al.* The medaka sex-determining gene DMY acquired a novel temporal expression pattern after duplication of DMRT1. Genesis 46, 719–723 (2008).1882159210.1002/dvg.20431

[b16] MasuyamaH. *et al.* Dmrt1 mutation causes a male-to-female sex reversal after the sex determination by Dmy in the medaka. Chromosome Res 20, 163–176 (2012).2218736710.1007/s10577-011-9264-x

[b17] EsveltK. M. & WangH. H. Genome-scale engineering for systems and synthetic biology. Mol Syst Biol 9, 641 (2013).2334084710.1038/msb.2012.66PMC3564264

[b18] BibikovaM., GolicM., GolicK. G. & CarrollD. Targeted chromosomal cleavage and mutagenesis in Drosophila using zinc-finger nucleases. Genetics 161, 1169–1175 (2002).1213601910.1093/genetics/161.3.1169PMC1462166

[b19] KimY. G., ChaJ. & ChandrasegaranS. Hybrid restriction enzymes: zinc finger fusions to Fok I cleavage domain. Proc Natl Acad Sci USA 93, 1156–1160 (1996).857773210.1073/pnas.93.3.1156PMC40048

[b20] KimS. *et al.* Preassembled zinc-finger arrays for rapid construction of ZFNs. Nat Methods 8, 7 (2011).2119136610.1038/nmeth0111-7a

[b21] HockemeyerD. *et al.* Genetic engineering of human pluripotent cells using TALE nucleases. Nat Biotechnol 29, 731–734 (2011).2173812710.1038/nbt.1927PMC3152587

[b22] HuangP. *et al.* Heritable gene targeting in zebrafish using customized TALENs. Nat Biotechnol 29, 699–700 (2011).2182224210.1038/nbt.1939

[b23] LiT. *et al.* TAL nucleases (TALNs): hybrid proteins composed of TAL effectors and FokI DNA-cleavage domain. Nucleic Acids Res 39, 359–372 (2011).2069927410.1093/nar/gkq704PMC3017587

[b24] ChristianM. *et al.* Targeting DNA double-strand breaks with TAL effector nucleases. Genetics 186, 757–761 (2010).2066064310.1534/genetics.110.120717PMC2942870

[b25] IshinoS. *et al.* Nucleotide sequence of the meso-diaminopimelate D-dehydrogenase gene from Corynebacterium glutamicum. Nucleic Acids Res 15, 3917 (1987).358831310.1093/nar/15.9.3917PMC340791

[b26] HwangW. Y. *et al.* Efficient genome editing in zebrafish using a CRISPR-Cas system. Nat Biotechnol 31, 227–229 (2013).2336096410.1038/nbt.2501PMC3686313

[b27] CongL. *et al.* Multiplex genome engineering using CRISPR/Cas systems. Science 339, 819–823 (2013).2328771810.1126/science.1231143PMC3795411

[b28] LiuY. *et al.* Inheritable and Precise Large Genomic Deletions of Non-Coding RNA Genes in Zebrafish Using TALENs. PLoS One 8, e76387 (2013).2413077310.1371/journal.pone.0076387PMC3794983

[b29] LiuY. *et al.* A highly effective TALEN-mediated approach for targeted gene disruption in Xenopus tropicalis and zebrafish. Methods 69, 58–66 (2014).2455655610.1016/j.ymeth.2014.02.011

[b30] QiuC. *et al.* Efficient knockout of transplanted green fluorescent protein gene in medaka using TALENs. Mar Biotechnol (NY) 16, 674–683 (2014).2505649510.1007/s10126-014-9584-x

[b31] WangH. *et al.* TALEN-mediated editing of the mouse Y chromosome. Nat Biotechnol 31, 530–532 (2013).2366601210.1038/nbt.2595PMC3681814

[b32] WangZ., GersteinM. & SnyderM. RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet 10, 57–63 (2009).1901566010.1038/nrg2484PMC2949280

[b33] AnsaiS. *et al.* Efficient targeted mutagenesis in medaka using custom-designed transcription activator-like effector nucleases. Genetics 193, 739–749 (2013).2328893510.1534/genetics.112.147645PMC3583995

[b34] MillerJ. C. *et al.* A TALE nuclease architecture for efficient genome editing. Nat Biotechnol 29, 143–148 (2011).2117909110.1038/nbt.1755

[b35] KobayashiT. *et al.* Two DM domain genes, DMY and DMRT1, involved in testicular differentiation and development in the medaka, Oryzias latipes. Dev Dyn 231, 518–526 (2004).1537632510.1002/dvdy.20158

[b36] OtakeH. *et al.* Wild-derived XY sex-reversal mutants in the Medaka, Oryzias latipes. Genetics 173, 2083–2090 (2006).1670241910.1534/genetics.106.058941PMC1569717

[b37] KagawaH., YoungG. & NagahamaY. Relationship between seasonal plasma estradiol-17 beta and testosterone levels and *in vitro* production by ovarian follicles of amago salmon (Oncorhynchus rhodurus). Biol Reprod 29, 301–309 (1983).664002110.1095/biolreprod29.2.301

[b38] HornungU., HerpinA. & SchartlM. Expression of the male determining gene dmrt1bY and its autosomal coorthologue dmrt1a in medaka. Sex Dev 1, 197–206 (2007).1839153010.1159/000102108

[b39] ShibataY. *et al.* Expression of gonadal soma derived factor (GSDF) is spatially and temporally correlated with early testicular differentiation in medaka. Gene Expr Patterns 10, 283–289 (2010).2060116410.1016/j.gep.2010.06.005

[b40] NakamuraS. *et al.* Sox9b/sox9a2-EGFP transgenic medaka reveals the morphological reorganization of the gonads and a common precursor of both the female and male supporting cells. Mol Reprod Dev 75, 472–476 (2008).1747409710.1002/mrd.20764

[b41] KoprunnerM., ThisseC., ThisseB. & RazE. A zebrafish nanos-related gene is essential for the development of primordial germ cells. Genes Dev 15, 2877–2885 (2001).1169183810.1101/gad.212401PMC312811

[b42] MishimaY. *et al.* Differential regulation of germline mRNAs in soma and germ cells by zebrafish miR-430. Curr Biol 16, 2135–2142 (2006).1708469810.1016/j.cub.2006.08.086PMC1764209

[b43] MussolinoC. & CathomenT. On target? Tracing zinc-finger-nuclease specificity. Nat Methods 8, 725–726 (2011).2187891710.1038/nmeth.1680

[b44] MussolinoC. *et al.* A novel TALE nuclease scaffold enables high genome editing activity in combination with low toxicity. Nucleic Acids Res 39, 9283–9293 (2011).2181345910.1093/nar/gkr597PMC3241638

[b45] TessonL. *et al.* Knockout rats generated by embryo microinjection of TALENs. Nat Biotechnol 29, 695–696 (2011).2182224010.1038/nbt.1940

[b46] LeiY. *et al.* Efficient targeted gene disruption in Xenopus embryos using engineered transcription activator-like effector nucleases (TALENs). Proc Natl Acad Sci USA 109, 17484–17489 (2012).2304567110.1073/pnas.1215421109PMC3491516

[b47] OsbornM. J. *et al.* TALEN-based gene correction for epidermolysis bullosa. Mol Ther 21, 1151–1159 (2013).2354630010.1038/mt.2013.56PMC3677309

[b48] BochJ. *et al.* Breaking the code of DNA binding specificity of TAL-type III effectors. Science 326, 1509–1512 (2009).1993310710.1126/science.1178811

[b49] GrauJ., BochJ. & PoschS. TALENoffer: genome-wide TALEN off-target prediction. Bioinformatics 29, 2931–2932 (2013).2399525510.1093/bioinformatics/btt501

[b50] YamamotoT. Artificial induction of functional sex-reversal in genotypic females of the medaka (Oryzias latipes). J Exp Zool 137, 227–263 (1958).1357573810.1002/jez.1401370203

[b51] Paul-PrasanthB., ShibataY., HoriguchiR. & NagahamaY. Exposure to diethylstilbestrol during embryonic and larval stages of medaka fish (Oryzias latipes) leads to sex reversal in genetic males and reduced gonad weight in genetic females. Endocrinology 152, 707–717 (2011).2123943010.1210/en.2010-0812

[b52] HattoriR. S. *et al.* Temperature-dependent sex determination in Hd-rR medaka Oryzias latipes: gender sensitivity, thermal threshold, critical period, and DMRT1 expression profile. Sex Dev 1, 138–146 (2007).1839152410.1159/000100035

[b53] ConesaA. *et al.* Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics 21, 3674–3676 (2005).1608147410.1093/bioinformatics/bti610

[b54] MaereS., HeymansK. & KuiperM. BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics 21, 3448–3449 (2005).1597228410.1093/bioinformatics/bti551

[b55] ShannonP. *et al.* Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res 13, 2498–2504 (2003).1459765810.1101/gr.1239303PMC403769

How the deposited data were processed for this re-analysis (not part of the article)

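Gonads of 3 groups of medaka at 90 days were compared by RNA-seq, the ovary of the XY DMY*- female (TA_F_OV), the ovary of the wild-type female (WT_F_OV) and the testis of the wild-type male (WT_M_TE). Each group was a pool of 10 gonads sequenced as 1 library, and the mapping of libraries to groups came from the sample labels and the paper. For each gene the authors deposited the count of uniquely mapped reads, without normalization. The gene's coverage, deposited as a percent of the gene length, and its RPKM were also made by the authors. The deposited RPKM equals the reads divided by the gene length and by the total reads on genes in that library, on the usual scale of that unit. The files name genes by Ensembl identifier. The aligner, the counting tool and the Ensembl release behind the gene counts were not found in the paper or its supplementary tables. Genes with no reads are absent from a file and were given 0 reads.

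The reads on genes were 29470793 in TA_F_OV, 28847286 in WT_F_OV and 24429816 in WT_M_TE. With 1 library per condition there is no estimate of the variation between fish, so models that need replicates were not fitted and no library could be left out. For each pair of libraries, the 2 counts of each gene with a read were compared by an exact binomial test given their sum, with the ratio of the library totals as the null and the smaller tail doubled. The p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an FDR of at most 0.001 and an absolute log2 ratio of RPKM of at least 1, with 0 set to 0.001. Standard errors of log2 ratios were computed from the 2 read counts and cover read sampling only. Intervals of shares are Wilson 95% intervals. The test was checked on simulated counts drawn from the mean of the 2 ovary libraries, with 200 genes changed 4-fold up or down. The changed genes were drawn only from those with at least 100 expected reads. All 200 were recovered (100%) and 0 unchanged genes were called. With so many reads and a 4-fold change, full recovery was close to certain. It does not bear on genes with few reads or with changes near the threshold. In that simulation the changed genes raised the total of 1 library by 2.7%, and 9.7% of the unchanged genes had a p-value below 0.05, against 4.0% when the null was set at the true scale and 4.2% in a simulation with no changed genes. A shift in the composition of a library thus reaches the p-values through the totals. When reads were drawn in pairs, with no changed genes, 14.6% of the genes had a p-value below 0.05 and 1 gene was called. With pairs and 200 changed genes, all 200 were recovered. Of the unchanged genes there, 15.8% had a p-value below 0.05 and 6 were called.

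The genes named in the text were chosen by a rule of 3 parts, which are every gene the paper names in its RNA-seq results or discussion that could be matched, a list of gonad marker genes, and for each comparison the 5 genes with the largest log2 ratio in each direction among the called genes with an RPKM of at least 10 in the higher library. Only ENSORLG00000000429 could be matched from the first part and none from the list of markers, because neither the files nor the tables given pair Ensembl gene identifiers with symbols. The genes in the results that compare Dataset 2 with the files are all those that met the stated condition, which was chosen after seeing the data. Dataset 2 was joined to the files through the 422 rows that carry a gene identifier. The planned tests of wnt and cilium gene sets had 0 of 146 and 0 of 166 members matched and were not run. The genes the paper names by Unigene number could not be matched either.

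The alternatives tried were TMM scaling factors, a minimum RPKM of 1, an FDR of 0.05, an absolute log2 ratio of 2, the addition of 0.1 or 1 to each RPKM, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, and library totals without the 20 genes with the most reads. The alternatives added after seeing the data were counts halved to read pairs, a single length for each gene in all files, and correlations over the genes with a read in either library of a pair. Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.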

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

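A signal was flagged where a gene was called higher in TA_F_OV than in WT_F_OV with a ratio of at least 8-fold. The gene also had an RPKM of at least 10 in TA_F_OV. It was not matched to a gene the paper names and was absent by identifier from Dataset 2. Only 1 of the 34 genes listed from the paper could be matched, so a flagged gene may be among those the paper discusses. The cut-offs were chosen after seeing the data. Dataset 2 gives an identifier for only a part of its rows, so a flagged gene may still be listed there by symbol, and 0 of the flagged genes could be placed on a chromosome from the tables given. There were 10 such genes. Their RPKM in TA_F_OV was 16.7 for ENSORLG00000006655, 13.7 for ENSORLG00000017090, 39.0 for ENSORLG00000012618, 42.7 for ENSORLG00000001350, 22.5 for ENSORLG00000006624, 18.5 for ENSORLG00000009143, 21.6 for ENSORLG00000016586, 11.7 for ENSORLG00000001169, 47.3 for ENSORLG00000017096 and 10.2 for ENSORLG00000018750. In 4 of them, ENSORLG00000012618, ENSORLG00000001350, ENSORLG00000006624 and ENSORLG00000017096, the testis of the wild-type male had an RPKM of 28.9, 73.1, 24.8 and 45.1, in that order, so that the XY ovary and the XY testis were both far above the XX ovary. ENSORLG00000006655 and ENSORLG00000017090 had 660 and 300 reads in TA_F_OV, 0 in WT_F_OV and 2 and 0 in WT_M_TE.

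Several technical explanations were tested. If testis RNA had entered the TA_F_OV library, the 23 genes with at least 1000 reads in WT_M_TE and none in WT_F_OV would appear in TA_F_OV at a similar percent of their testis level. Their median was 0.024% and the highest was 2.5%, against 58.4% or more for the 4 flagged genes named above as high in both XY gonads. If reads had lain only on a small part of a gene, the covered share would be low, and the lowest among the flagged genes was 80.95%. A pile-up on top of spread reads is not excluded, since few reads can cover most of a gene. ENSORLG00000009143 was 78.13% covered by 52 reads in WT_F_OV and 80.95% by 676 reads in TA_F_OV. The library totals differed by a ratio of only 1.02. The predictions for these 3 tests were written after the values behind them had been seen in part. A candidate explanation for the 4 genes high in both XY gonads is sequence that the XY fish carry and the XX fish lack. Such sequence could lie on the Y chromosome or be a strain difference. The XX ovary did have reads on these 4 genes, 17, 38, 23 and 55 in the order named. They covered 57.15%, 53.92%, 76.88% and 78.12% of the gene lengths. Full absence of the sequence from the XX fish would not by itself explain these reads. As 0 of the 10 genes have a known position in the tables given, a Y or strain origin could not be tested. Reads shared between similar genes, batches of library preparation and a difference between single fish in a pool were not testable with 1 library per condition. The wild-type XX ovary carries no *DMY* either, so loss of *DMY* does not by itself separate the 2 ovaries, and no biological explanation was tested.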

How the results depend on the processing

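The alternatives were set before the processed files arrived, except the 3 said here to be added later. Of the values that answer a comparison, 106 stayed the same under an alternative (within 1.5 times for a count, within the 95% interval for a share) and 58 moved. The direction and call of every named gene stayed the same in all 160 rows. These rows cover TMM factors, the addition of 0.1 or 1 to each RPKM, halved counts and a single length per gene. Halved counts kept the RPKM ratios by construction, and no named gene had lengths that differed. All named genes except ENSORLG00000000429 were chosen for the largest ratios, so a change of call was unlikely in these rows. The other alternatives, among them the assumed biological coefficients of variation, were not run on single genes. At a coefficient of 0.4 only 3 genes were called lower in TA_F_OV than in WT_F_OV, so not all 5 named there kept their call. Among the counts of genes that were recomputed, none moved past that range under TMM factors or a minimum RPKM of 1. The same held for an FDR of 0.05, the addition of 0.1 to each RPKM and totals without the top 20 genes. The classes of Fig. 6F were not recomputed under an FDR of 0.05, the addition of 0.1 or those totals.

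An absolute log2 ratio of at least 2 removes the smaller changes. It left 5483 genes between TA_F_OV and WT_M_TE (2072 up and 3411 down in TA_F_OV), 380 between TA_F_OV and WT_F_OV (214 and 166) and 5111 between WT_F_OV and WT_M_TE (1926 and 3185). Adding 1 to each RPKM shrinks the ratios of weakly expressed genes. Between TA_F_OV and WT_F_OV it left 609 genes (251 up, 358 down), with 76 up and 171 down against WT_F_OV only, 145 up and 131 down against both, 30 up against WT_F_OV and down against WT_M_TE, and 56 the opposite way, and the share of Data C transcripts whose gene was called fell to 35.9%.

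Assumed biological variation between libraries had the largest effect. At a biological coefficient of variation of 0.2, 2673 genes were up in TA_F_OV against WT_M_TE, 188 were called between TA_F_OV and WT_F_OV (110 up, 78 down) and 5949 between WT_F_OV and WT_M_TE (2463 up). The classes held 55 up and 32 down against WT_F_OV only, 49 up and 38 down against both, and 6 and 8 in the opposite classes. The shares of Data C fell to 22.9% against WT_F_OV and 68.5% against WT_M_TE. At 0.4, 1778 genes (737 up, 1041 down), 11 genes (8 up, 3 down) and 1699 genes (670 up, 1029 down) were left in the 3 comparisons, in the same order. The coefficients are assumed, since 1 library per condition cannot give them. They were set between libraries, each a pool of gonads, and are not coefficients between single fish. The number of genes that differ between TA_F_OV and WT_F_OV beyond the variation between fish is therefore not known from these data.

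Added after seeing the data, counting read pairs in place of reads left 811 genes between TA_F_OV and WT_F_OV (332 up), with 96 up against WT_F_OV only, 206 down against both and 57 up against WT_F_OV and down against WT_M_TE. A single length per gene, also added, moved no count past the range. Testis-specific genes numbered 110 with 0 reads required in both ovaries and 65 with an RPKM of at least 10 in testis. The Pearson correlations were 0.713 (TA_F_OV and WT_M_TE), 0.986 (TA_F_OV and WT_F_OV) and 0.723 (WT_F_OV and WT_M_TE) with log10(RPKM + 1), 0.586, 0.971 and 0.610 over genes with an RPKM of at least 1 in both libraries, and 0.648, 0.890 and 0.650 over genes with a read in either, the last set added after seeing the data.

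Leaving out a library was not possible, as each condition has 1. The alternatives for the wnt and cilium sets were not run because none of their genes had a match in the files. The replicate block was not run because each condition has a single library.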

Differences from the paper's values

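The counts compared here are of Ensembl genes, and the paper's are of transcripts. For genes up in TA_F_OV against WT_F_OV only, the count was 160 against 293 in the paper's results text. None of the alternatives set before the files arrived closed the gap. TMM gave 155, a minimum RPKM of 1 gave 112, a biological coefficient of variation of 0.2 gave 55 and adding 1 to each RPKM gave 76. For genes down against WT_F_OV only, the count was 264 against 144 in the same sentence of the paper. Adding 1 to each RPKM gave 171, which is within 1.5 times, whereas TMM gave 292, the minimum RPKM 252 and the coefficient of 0.2 gave 32. Genes up against WT_F_OV and down against WT_M_TE numbered 100 against the paper's 62. TMM gave 85 and the minimum RPKM 81, both within 1.5 times, and the coefficient of 0.2 gave 6 and adding 1 gave 30. Halving the counts to read pairs, chosen after seeing the values, gave 57.

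The log2 ratio of ENSORLG00000000429 between TA_F_OV and WT_F_OV was 0.964, and the paper's gene counts in Dataset 2 give 1.053. TMM gave 0.945 and adding 0.1 or 1 to the RPKM gave 0.964, so none of these alternatives closed this gap.

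The paper is not uniform on the direction of these 2 classes. The sentence of its results used above gives more transcripts up than down in TA_F_OV against WT_F_OV only. Its abstract and Fig. 6F give more down than up. With the directions of Fig. 6F, the gene-level count of 160 up stands beside the paper's 144 and that of 264 down beside its 293, both within 1.5 times, so these 2 differences depend on which of the paper's statements is taken. Fig. 6B and the text also assign the directions of Data A and Data D to opposite libraries. In the gene-level data 5454 genes were higher in WT_M_TE and 4095 in TA_F_OV, and 700 were higher in WT_F_OV and 517 in TA_F_OV. Dataset 2 lists ENSORLT00000000529 as higher in TA_F_OV than in WT_F_OV, and its gene had a log2 ratio of 0.964, short of the threshold of 1. The paper's text gives fewer testis-specific transcripts than the 292 genes counted here. Requiring an RPKM of at least 10 in testis gave 65 genes, fewer than the paper's number, and 0 reads in both ovaries gave 110, more than it.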

Other observations

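Data C rests on transcript counts, and the gene of a listed transcript was called in the listed direction between TA_F_OV and WT_F_OV in 58 of 131 joined rows. Assignment of reads among the transcripts of a gene is a candidate explanation. The prediction, written before the test but after the paper's own gene counts had been seen to change less often than its transcript counts, was that genes would be called more often where the paper's gene count lies wholly on the listed transcript. This was so in 46 of 53 such rows (86.8%) against 12 of 78 rows where other transcripts share the count (15.4%), with a two-sided Fisher exact p of 8.9e-17. Where the gene count lies wholly on a transcript listed as changed, the paper's gene count changes with it. The split thus largely follows from how the rows were listed and is not an independent test of the explanation. Rows of the same gene are not independent, and the test does not tell a real change of isoform from an error in the assignment.

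A part of those rows has another feature. Of the 73 joined rows listed as lower than in WT_F_OV, 7 have a gene count of 0 for TA_F_OV in Dataset 2 and at least 100 reads on the gene in the files. None of the 7 was called lower at the gene level, with log2 ratios from -0.85 to 0.15. ENSORLG00000001667, which Dataset 2 places on chromosome 15 from 6719458, has the paper's gene counts of 0 in TA_F_OV and 11107 in WT_F_OV, whereas the files hold 20482 and 25373 reads. ENSORLG00000013331, on chromosome 12 from 24709021 to 24709731, has the paper's 0 and 3085 against 12019 and 11372 reads, and ENSORLG00000017230, on chromosome 5, has the paper's 0 and 643 against 2184 and 1972. Counting all joined rows of Dataset 2 with at least 100 reads in the files, the paper's gene count is 0 in 9 rows for TA_F_OV, 2 for WT_F_OV and 1 for WT_M_TE. Genes that failed to be quantified in a library of the paper's transcript counts could account for these rows, 7 in all on the side listed as lower. The prediction was written after the rows had been seen, and no biological explanation was tested.

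A partial testis programme in the XY ovary was tested as a hypothesis. The reads of WT_F_OV were split at random into a part that chose the genes higher in testis and a part that was compared with an equally thinned TA_F_OV library, so that the choice of genes could not bias the comparison. Over the 3531 genes higher in testis with at least 20 reads, the median log2 ratio of TA_F_OV over WT_F_OV was 0.010, with 233 genes at least 2-fold up and 255 at least 2-fold down. Without the minimum of 20 reads, the median over 4742 genes was -0.030, with 485 at least 2-fold up and 513 at least 2-fold down. The predicted upward shift of 0.2 or more was not seen in either median. A median over so many genes cannot exclude a rise confined to a small part of them.

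The sex chromosome was tested through the paper's table. If sequence of chromosome 1, the sex chromosome pair of medaka, carried by the XY fish raised their expression, more of the genes listed as higher than in WT_F_OV would lie there. They were 11 of 349 genes (3.2%), against 21 of 485 (4.3%) of those listed as lower, with a two-sided Fisher exact p of 0.47. The prediction was written before the test. The copy of the table used here lists no transcripts as higher than in WT_F_OV without a difference from WT_M_TE. Genes raised alike in both XY gonads would fall in that missing class, so the test cannot decide the question. It covers only the classes listed. The table gives positions only for its own rows, so it does not bear on the flagged genes.

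Even counts were in excess among genes with 1 to 20 reads in every library, and the lowest share was 53.92%. In TA_F_OV, 399 genes had 1 read and 594 had 2. A gene with 1 read was covered over 90 bases. A candidate explanation is that both mates of a read pair were counted, each as 1 read, which was proposed after the excess had been seen. The exact test would then understate the sampling noise, and halving the counts took the genes called between TA_F_OV and WT_F_OV from 1217 to 811. No biological explanation was tested.

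The files give 35 genes a different length in different libraries. With a single length per gene, 2 genes changed their call. For ENSORLG00000007868, the length was 2259 in TA_F_OV and 5206 in the other libraries, and the log2 ratio of TA_F_OV over WT_F_OV was 0.17 with the lengths as given and -1.04 with a single length. The calls as a whole do not rest on these lengths. Gene length was also unrelated to the log2 ratio between the ovaries, with a Spearman rho of -0.000437 across 15637 genes with at least 20 reads, where genes are not independent replicates. Both predictions were written before the tests.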
